# The Rice Semi-Dwarf Mutant *sd37*, Caused by a Mutation in *CYP96B4*, Plays an Important Role in the Fine-Tuning of Plant Growth

**DOI:** 10.1371/journal.pone.0088068

**Published:** 2014-02-03

**Authors:** Jie Zhang, Xiaoqiang Liu, Shuyu Li, Zhukuan Cheng, Chuanyou Li

## Abstract

Plant cytochrome P450 has diverse roles in developmental processes and in the response to environmental cues. Here, we characterized the rice (*Oryza sativa* L ssp. *indica* cultivar 3037) semi-dwarf mutant *sd37*, in which the gene *CYP96B4* (Cytochrome P450 96B subfamily) was identified and confirmed as the target by map-based cloning and a complementation test. A point mutation in the SRS2 domain of *CYP96B4* resulted in a threonine to lysine substitution in the *sd37* mutant. Examination of the subcellular localization of the protein revealed that SD37 was ER-localized protein. And *SD37* was predominantly expressed in the shoot apical meristem and developing leaf and root maturation zone but not in the root apical meristem. The *sd37* leaves, panicles, and seeds were smaller than those of the wild type. Histological analysis further revealed that a decrease in cell number in the mutant, specifically in the shoots, was the main cause of the dwarf phenotype. Microarray analysis demonstrated that the expression of several cell division-related genes was disturbed in the *sd37* mutant. In addition, mutation or strongly overexpression of *SD37* results in dwarf plants but moderate overexpression increases plant height. These data suggest that *CYP96B4* may be an important regulator of plant growth that affects plant height in rice.

## Introduction

Dwarfism is one of the most valuable agronomic traits in crop breeding because it affects lodging resistance [1], [2], [3] and grain yield [4]. High-yielding, semi-dwarf plant cultivars, produced by traditional crop breeding using both wheat *Reduced-height1* (*Rht1*) and rice *semid-warf1* (*sd1*) genes enabled the “green revolution” to occur [5], [6]. The reduction in plant height enhances lodging resistance, and improves harvest index (grain/grain plus straw) and biomass production in the semi-dwarf cultivars of wheat and rice [6]. Because of their agronomic importance, dwarf mutants have been extensively studied in many plant species. To date, more than 60 recessive dwarf mutants and 10 recessive semi-dwarf mutants have been identified in rice [7]. Most of the dwarfism genes have been cloned and functionally characterized, and many have been directly used in rice breeding programs. These findings have greatly enhanced our understanding of the molecular and genetic regulation of plant height in rice.

In plant, various classes of phytohormones contribute to the regulation of plant height. The importance of phytohormones in regulating plant height is underlined by the dwarf or semi-dwarf phenotypes in various mutants unable to synthesize or perceive a given hormone. Many identified mutants insensitive to or deficient of brassinosteroids (BR), gibberellins (GA), auxins, and cytokinins (CK) all show characteristic dwarfing phenotypes [8], [9], [10], [11]. Among these phytohormones, GA and BR are revealed to be the most important factors in determining plant height [12], [13]. For example, the genes involved in GA metabolism and signaling, such as *D1* [14], *D18* [15], *D35* [16], *SD1* [17], and *ELONGATED UPPERMOST INTERNODE* (*EUI*) [18], all influence the height of rice plants. And *D2* [19], *D11* [20], *BRD1* [21] and *D61* [22] are the genes involved in BR biosynthesis and signaling pathway. The mutations of all these genes result in dwarf or semi-dwarf phenotypes in the mutant plants. Recently, several studies have described GA/BR-independent dwarf mutants and suggested new mechanisms of dwarfism [23], [24], [25]. *SDD1*, which encodes a plant-specific novel protein, controls plant elongation by regulating cell division in rice [23]. Defects in strigolactone biosynthesis, or perception, result in a high-tillering dwarf phenotype, which is involved in stem elongation [24]. Ramamoorthy et al. reported that a *Ds* insertion in *OsCYP96B4* results in a dwarf phenotype in which plants exhibit defects in cell elongation and pollen germination [25]. This mutant has an aberrant lipid profile and is identified as a novel hormone-independent mutant with normal responses to various phytohormones [25]. They also demonstrated that the *OsCYP96B4* dsRNA knockdown could mimic the dwarf phenotype of the mutant and that the over-expression of *OsCYP96B4* reduced plant height in a transcript dosage-dependent manner [25]. Investigation of this mutant may provide novel insight into the mechanisms of the dwarf phenotype, although the details remain to be clarified.

Some of the genes that regulate plant height were found to encode cytochrome P450 monooxygenases, which belong to a notable and large gene family in plant [26]. In rice, 356 cytochrome P450 genes and 99 related pseudogenes have been identify, but the function of most of them are still unknown [26]. These genes were classified into 10 clades, which are designated by CYP71, CYP72, CYP85, CYP86, CYP51, CYP74, CYP97, CYP710, CYP711, and CYP727 [26]. Members of this gene family play an important role in the biosynthesis and perception of plant hormones such as GA and BRs. For example, the ent-kaurene oxidase KO/CYP701 family and the ent-kaurenoic acid oxidase KAO/CYP88A family are required for GA biosynthesis [27], [28]. *CYP714B1* and *CYP714B2* encode gibberellin 13 oxidases in rice [29]. Also in rice, *EUI* encodes CYP714D1, a GA-deactivating enzyme that reduces the biological activity of GA [18]. Biochemical characterization revealed that *CYP724B1, CYP90B2* and *CYP90D2* are encoded by *D11*, *OsDWARF4* and *D2*, respectively. These genes have roles in brassinosteroid metabolism and influence the height of rice plants [19], [20], [30]. The CYP96 family is a younger cytochrome P450 family compared to CYP86, CYP94 and CYP704 family in the CYP86 clade, which consists of seven families namely 86, 94, 96, 704, 730, 731 and 732 [31]. The Arabidopsis CYP96A subfamily is reported to be involved in fatty acid hydroxylation [32], [33]. The CYP96B subfamily is specific to rice [26], though the function of this subfamily has not yet been revealed.

In this study, we identified and characterized a spontaneous rice dwarf mutant named *semi-dwarf 37* (*sd37*). This is another mutant in *CYP96B4* (point-mutation) in the *indica* cultivar 3037. The *sd37* mutant shows a decrease in number of parenchyma cell in the second leaf sheath, especially in internode cell around the shoot apical meristem (SAM). We determined that *SD37* encodes an ER-localized CYP96B4 protein in which the threonine residue at amino acid position 226 in the SRS2 region is important for its function. Interestingly, the moderately elevated expression level of *CYP96B4* (less than two-fold) when governed by its native promoter in transgenic plants promotes plant growth. In contrast, the strong over-expression of *CYP96B4* (more than two-fold) under the maize ubiquitin promoter reduced plant height in a transcript dosage-dependent manner in transgenic rice. Our results suggest that SD37 may be a regulator with a fundamental function in plant growth and provides valuable information concerning the mechanism of dwarfism regulated by *CYP96B4.*

## Results

### Phenotype characterization of the rice semi-dwarf mutant *sd37*

We identified a spontaneous rice dwarf mutant in the *indica* cultivar 3037 (*Oryza sativa* L ssp. *indica* cv. 3037). This mutant displayed a dwarf phenotype during all stages of development, from seedling to grain filling (Figure 1A, 1B). All internodes of the *sd37* mutant were shorter than those of the wild type (Figure 1C). At the heading stage, the mutant showed a 25–35% reduction in plant height compared to wild-type plants. We thus named this mutant *semi-dwarf 37* (*sd37*). Furthermore, the *sd37* mutant had smaller panicles and shorter rachises than the wild type (Figure 1D). The grains of *sd37* were shorter and wider than those of the wild type (Figure 1E; Table 1). Morphological measurements of the wild type and the *sd37* mutant are shown in Table 1. In contrast, the root length of the mutant was equivalent to that of the wild type in young seedlings (Figure 1F).

**Figure 1:**
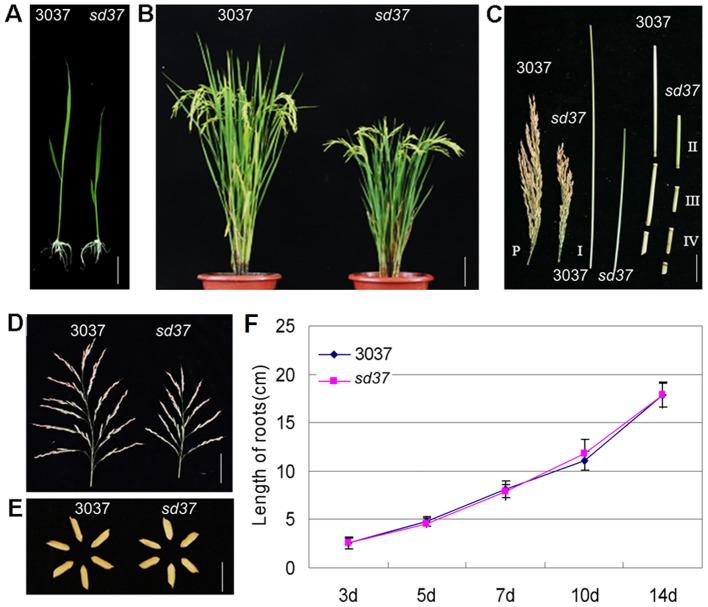
Phenotypic characterization of the *sd37* mutant. (A) Gross morphology of the *sd37* mutant and 3037 (wild type) plants at 7 DAG. Bar  = 1 cm. (B) Heading stage of the *sd37* mutant and 3037 plants. Bar  =  10 cm. (C) Internode lengths of the *sd37* mutant and 3037 plants at the mature stage. P, panicle; I, first internode below panicle; II, second internode below panicle; III, third internode below panicle; and IV, fourth internode below panicle. Bar  =  1 cm. (D) Panicle morphology of the sd*37* mutant and 3037. Bar  =  2 cm. (E) Grain morphology. The *sd37* mutant plants have shorter and broader grains than 3037 plants. Bar  =  5 mm (seeds). (F) Graph showing the root lengths of *sd37* and 3037 plants during the first 14 days of development. Data are averages of 20 plants (± SD).

**Table 1:** Morphological measurements of the wild-type (3037) and mutant (*sd37*) plants.

Phenotype	3037	*sd37*
Mature plant height (cm)	99.37±4.07	69.82±3.28**
Flag leaf length (cm)	33.80±4.41	18.00±2.51**
Flag leaf width (cm)	1.55±0.08 NS	1.59±0.11
Productive panicle per plant	13.20±5.77**	19.70±5.65
Length of main panicle (cm)	24.90±1.02	16.90±1.15**
Number of grains (per main panicle)	203.80±32.90	96.20±27.50**
Length of seed (mm)	9.63±0.33	8.99±0.46*
Width of seed (mm)	2.81±0.13*	3.28±0.16
Length-width ratio of seed	3.43±0.03	2.74±0.06*
1000-grain weight (g)	25.35±0.30	21.98±0.11**

Data are shown as the mean ± SD (N = 20). Each of the parameters was compared between 3037 and *sd37* using the Student's *t*-test.

### Reduced cell number contributes to the dwarf phenotype of *sd37*

To explore the underlying cause of the dwarf phenotype in *sd37*, we monitored the number and the morphology of parenchyma cells in the second leaf sheath in both the wild type and the mutant (Figure 2A and 2B). Whereas the *sd37* mutant had 31% fewer cells than the wild type (Figure 2C), the mean length of these cells was greater in the *sd37* mutant (Figure 2D). The cell lengths in the middle of the second internode were compared at the heading stage in both wild-type and *sd37* plants (Figure 2E and 2F). Whereas the second internode was 55.7% shorter in *sd37* than in the wild-type plants (Figure 2G), the length of parenchyma cells in this region were not significantly different (*P*>0.05) (Figure 2H). In addition, we examined the internode cell number around the shoot apical meristem (SAM) (Figure 2I and 2J) and found that the total longitudinal cell number in one internode was 33% lower in the *sd37* mutant than in the wild type (Figure 2K). These histological results suggest that a reduction in cell number is the main cause of the dwarfism phenotype in *sd37*.

**Figure 2:**
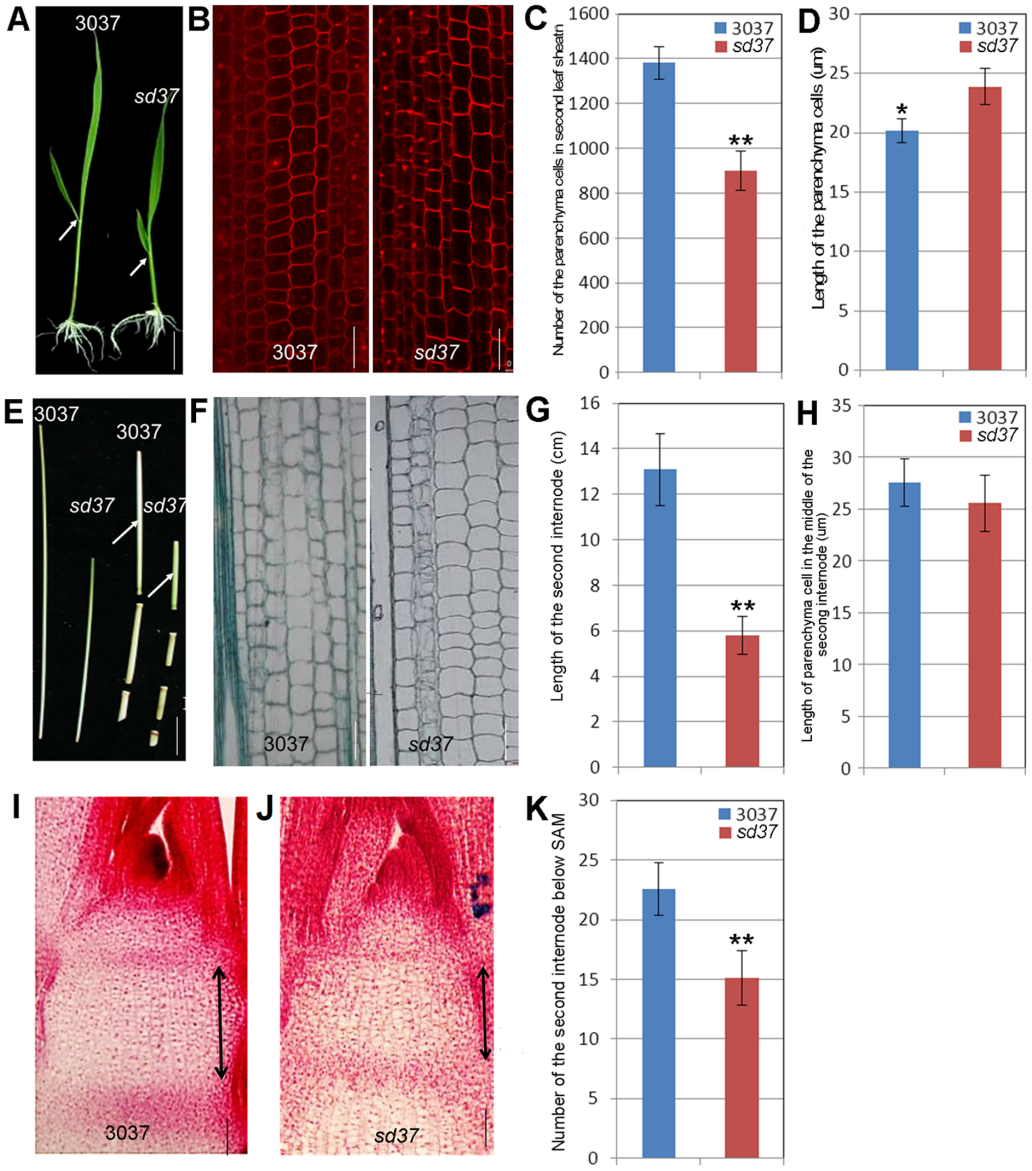
Histological analysis of the aboveground parts of *sd37* and 3037. (A) The seedling phenotypes of *sd37* and 3037 plants at 7 DAG. Arrows indicate the second leaf sheath. Bar  =  1 cm. (B) Parenchyma cells in the second leaf sheaths of *sd37* and 3037 plants. Bars  =  0.05 mm. (C) The number of parenchyma cells in the second leaf sheaths of *sd37* and 3037 plants. Error bars indicate ± SD (N = 20). A significant difference (**, *P*<0.01) was found between the *sd37* and 3037 plants. (D) The length of parenchyma cells in the second leaf sheaths of *sd37* and 3037 plants. Error bars indicate ± SD (N = 20). A significant difference (*, *P*<0.05) was found between the *sd37* and 3037 plants. (E) Longitudinal sections through each stem internode of *sd37* and 3037 plants. Arrows indicate the second internodes below the panicle. Bar  =  1 cm. (F) Longitudinal sections of the middle of the second stem internode of *sd37* and 3037 plants at the heading stage. Bars  =  0.05 mm. (G) The length of the second stem internodes in *sd37* and 3037 plants. Error bars indicate ± SD (N = 20). A significant difference (**, *P*<0.01) was found between the *sd37* and 3037 plants. (H) The length of the parenchyma cells in the second internodes in *sd37* and 3037 plants. Error bars indicate ± SD (N = 20). No significant difference (*P*>0.05) was found between the *sd37* and 3037 plants. (I)–(J) Longitudinal sections through the SAMs of 3037 and *sd37* plants. Arrows indicate the second internode. Bars  =  0.05 mm. (K) Longitudinal cell number in the second internode below the SAM. Error bars indicate ± SD (N = 10). A significant difference (**, *P*<0.01) was found between the *sd37* and 3037 plants.

### Map-based cloning of *SD37*, which encodes CYP96B4

To isolate the *SD37* gene, a mapping analysis population was constructed by crossing *sd37* with Nipponbare (*Oryza sativa* L ssp. *japonica*). The mutant phenotype segregated at an approximate 3∶1 ratio in the F2 plants (Chi-squared test), suggesting that this mutation occurs at a single recessive locus. We used 1647 F2 plants to isolate the underlying gene by mapping analysis and established that *SD37* is located in a 30-kb region between the molecular markers M3 and M4 on rice chromosome 3 (Figure 3A). Three open reading frames (ORFs) exist in this region. After sequencing, we identified a single base substitution (C to A) in ORF2. We then designed a CAPS marker to identify this mutation in *sd37* (Figure 3B). The level of *CYP96B4* expression in *sd37* was unchanged compared with that in the wild-type cv. 3037 (Figure 3C).

**Figure 3:**
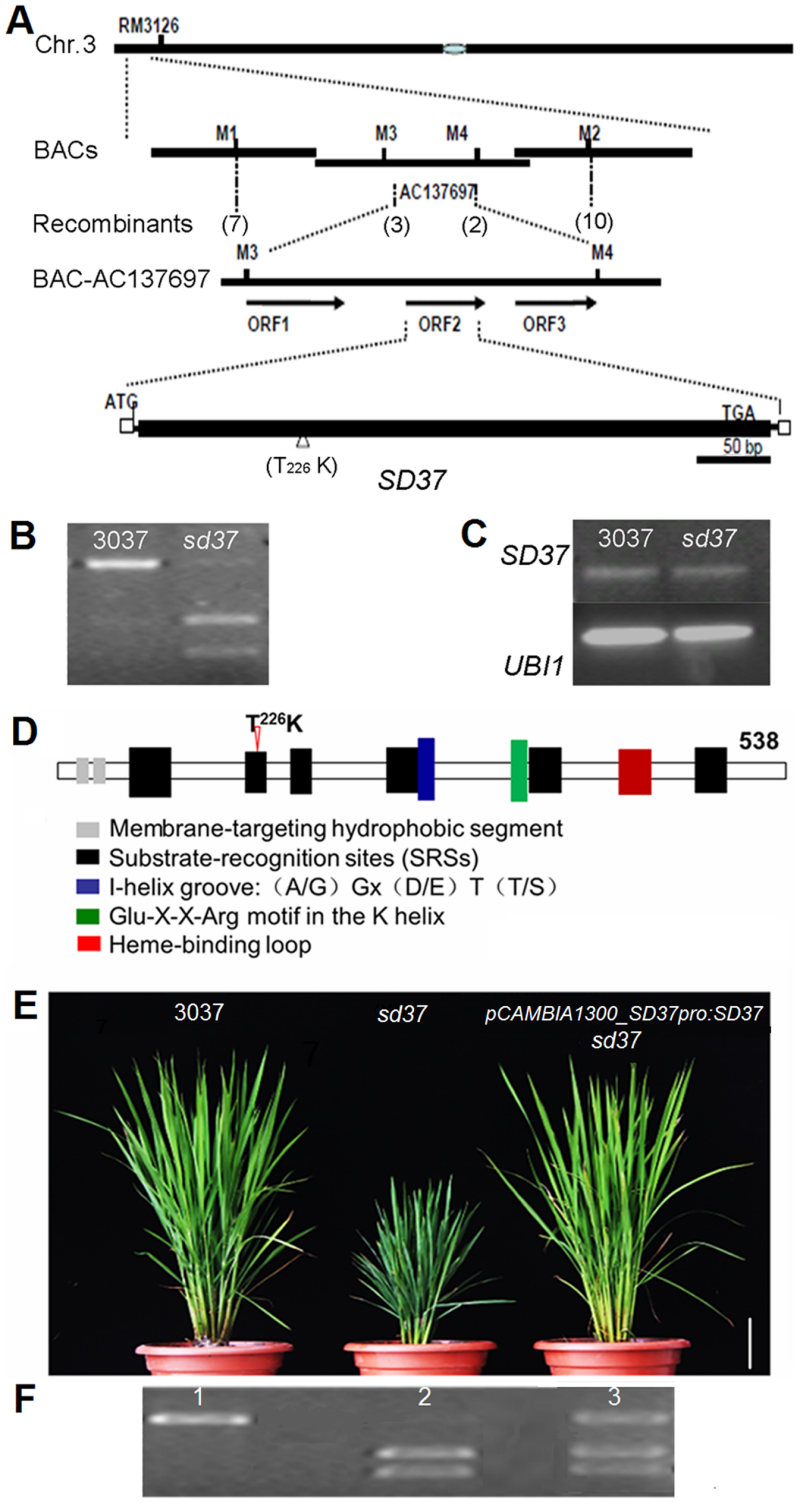
Map-based cloning of SD37. (A) Physical mapping of *SD37*. The numbers in parentheses indicate the number of recombinants. *SD37* was localized to BAC AC13769. The presumed ORFs were predicted using Gramene. White boxes indicate UTRs, and the black box represents the solitary exon. (B) Different sizes of the CAPS markers for 3037 and *sd37* are shown using genomic DNA. PCR products of the *SD37* CDS were amplified using the OE-F and OE-R primers (Table S3) and digested using AlwI. (C) *SD37* expression in leaves from 3037 and the *sd37* mutant were assessed using RT-PCR. Rice *UBQ1* was used as an internal control. (D) Protein structure of SD37. The arrowhead indicates the point mutation in the SRS2 region. (E) Rescue of the *sd37* phenotype with the pCAMBIA1300_SD37pro:*SD37* construct. One representative complementation line (pCAMBIA1300::*SD37*) is shown. Bar  =  10 cm. (F) CAPS marker detection in 3037 (lane 1), *sd37* (lane 2), and a complementation line (lane 3). Samples were analyzed by agarose gel electrophoresis.

ORF2 (LOC_Os03g04680) is 1614 bp in length and encodes the putative cytochrome P450 protein CYP96B4, which consists of 538 amino acids (Figure S1) [26]. CYP96B4 contains several conserved domains, including six substrate-recognition sites (SRSs), an I-helix groove, a Glu-X-X-Arg motif, and a heme-binding loop [34]. The mutation discovered in ORF2 resulted in an amino acid substitution (Thr226 to Lys226) in the SAS2 domain, which may impair CYP96B4 function (Figure 3D). The identity of *SD37* was further confirmed by a genetic complementation test. A 4.95-kb genomic DNA fragment containing the entire *CYP96B4* gene and its 2500-bp upstream promoter sequence was cloned into pCAMBIA1300 and introduced into the *sd37* mutant. The *sd37* phenotype was complemented in the resulting transgenic lines (Figure 3E and 3F). Therefore, *LOC_Os03g04680* is the rice *SD37* gene; the described mutation in an exon is responsible for the dwarf phenotype in *sd37.*

### SD37 is localized to the endoplasmic reticulum and predominantly expressed in the shoot meristem

Plant P450s are usually anchored to the cytoplasmic surface of the endoplasmic reticulum (ER) and are occasionally associated with plastids [34]. To determine the subcellular localization of SD37, we transiently expressed *SD37* in rice leaf protoplasts. The C-terminus of the SD37 protein was fused with the green fluorescent protein (GFP) under the control of the cauliflower mosaic virus (CaMV) 35S promoter. This plasmid was co-transfected into rice leaf protoplasts with mRFP/mCherry-tagged ER and Golgi markers. As shown in Figure 4, the SD37-GFP fusion protein co-localized with the ER marker (Figure 4 A–D) rather than the Golgi marker (Figure 4 E–H). Thus, SD37 predominantly localizes to the ER.

**Figure 4:**
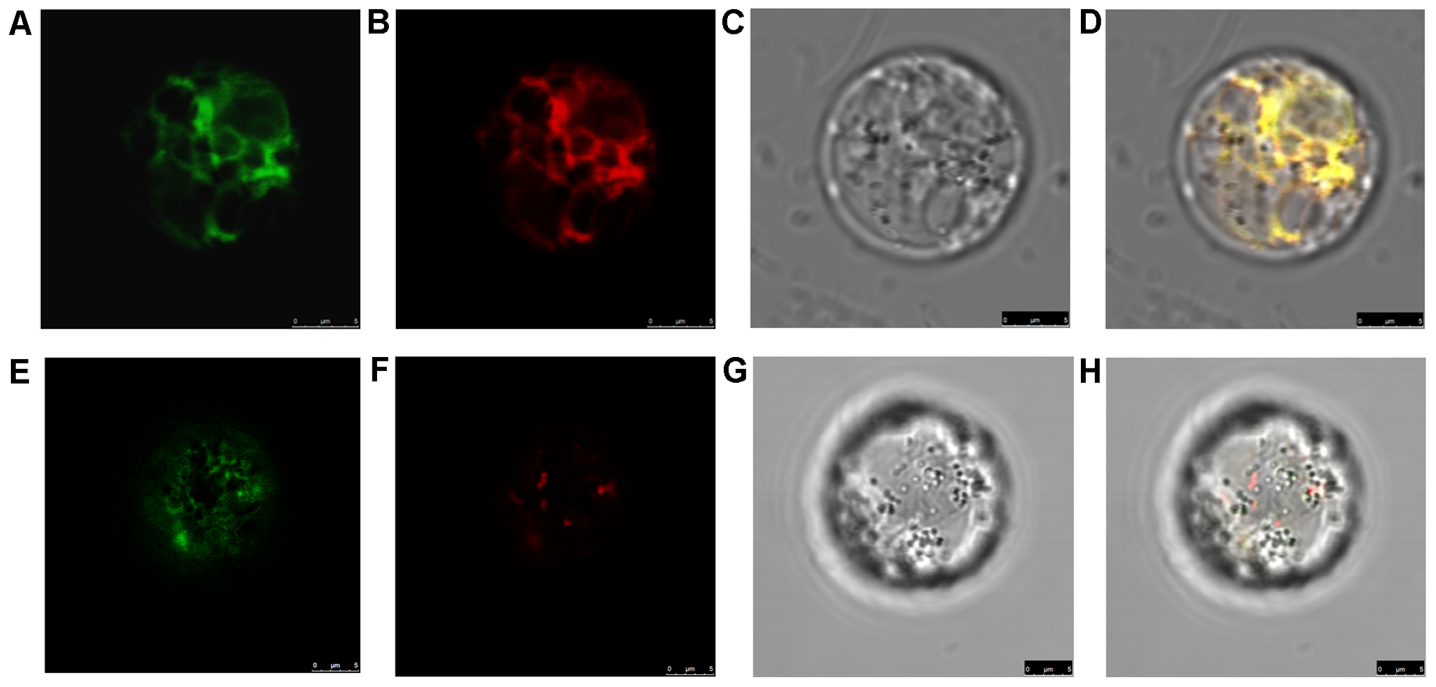
Subcellular localization of pJIT163_hGFP::SD37 using ER-mCherry and Golgi-mCherry in rice protoplast cells. (A) pJIT163_hGFP::SD37. (B) ER-mCherry. (C) Visible light. (D) Merged image. (E) pJIT163_hGFP::SD37. (F) Golgi-mCherry. (G) Visible light. (H) Merged image. Bar  =  5 µm.

RT-PCR analysis revealed that *SD37* was highly expressed in the SAM (0.028); moderately expressed in young leaves (0.018), root (0.016), and booting panicle (0.013); and expressed at low levels in the mature culms (0.007) and panicles (0.006) (Figure 5A and 5B). The 2.5-kb *SD37* promoter region was amplified and cloned into the pCAMBIA1391Z vector, resulting in a p1391Z_SD37pro::GUS construct. GUS activity was detected in transgenic plants harboring this construct. During the early stages of development, *SD37* was mainly expressed in the root differentiation zone and the coleoptiles (Figure 5D). Low levels of *SD37* expression were detected in the root elongation zone and the root apical meristem (RAM; Figure 5C). During seedling development, strong GUS expression was observed mainly in the intercalary meristem (IM) and in young leaves (Figure 5E, 5F). GUS activity was weak in the culms and panicles (Figure 5E, 5G). To examine *SD37* transcript abundance in the shoot apical meristem, we performed RNA in situ hybridization. Our results showed that *SD37* was abundantly expressed in the SAM and in young leaves (Figure 5H, 5I, 5J).

**Figure 5:**
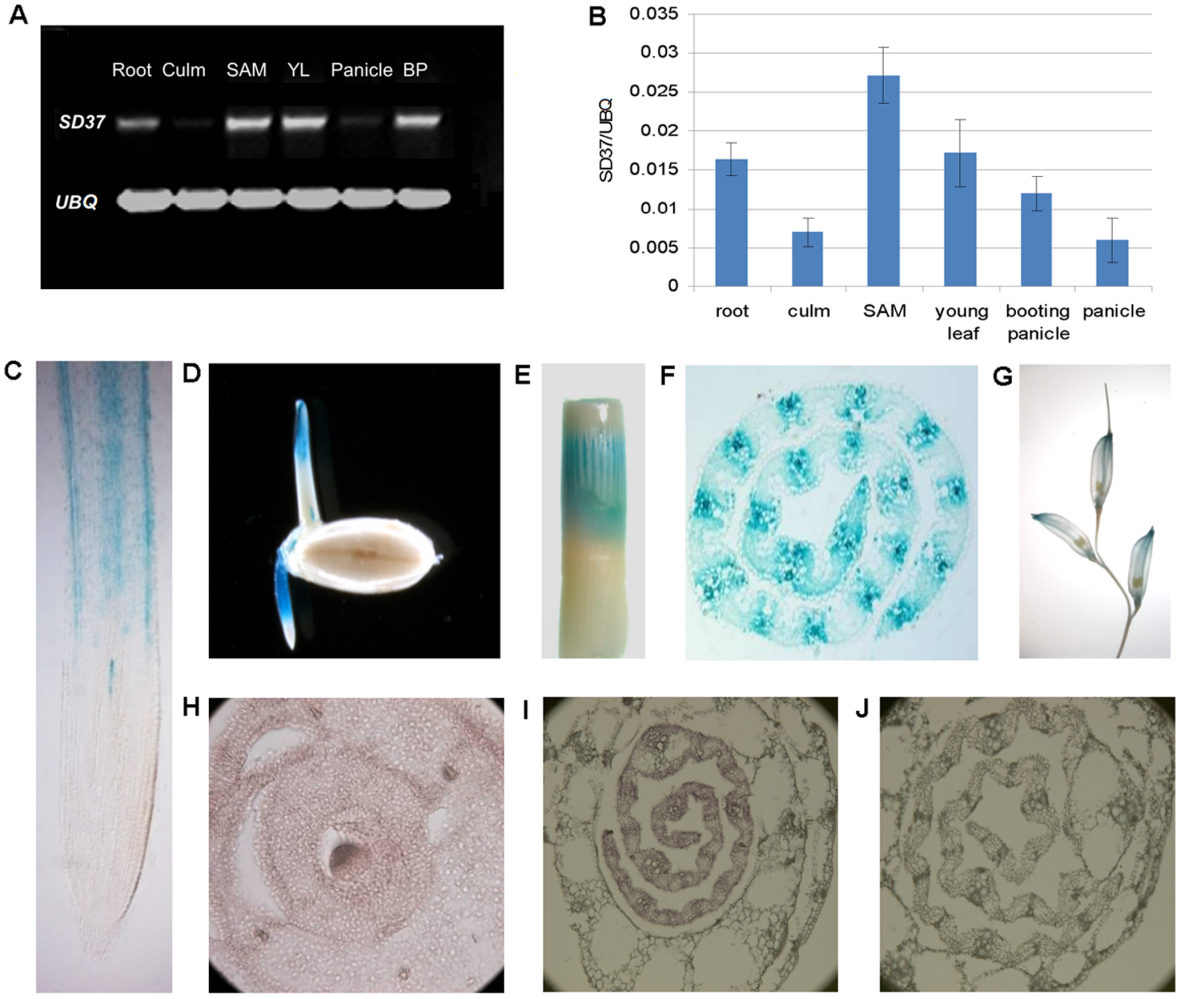
The expression pattern of SD37. (A)–(B) SD37 expression levels were measured by RT-PCR and real-time PCR in various organs, including the root, culm, SAM, young leaf, booting panicle, and panicle. Expression values are the average of 10 samples ± SD. (C)–(G) GUS expression (blue staining) patterns in the p1391Z_SD37pro::GUS transgenic line in different organs. (C) Root cross-section; (D) seeds with coleoptile and radicle; (E) culm; (F) young leaf cross-section; and (G) booting panicle. (H)–(J) *SD37* expression around the shoot apical meristem as revealed by RNA in situ hybridization. (H) Shoot apical meristem; (I) young leaf; and (J) young leaf (negative control) preparation examined with a sense *SD37* probe.

### The *CYP96B4* mutation influences the expression of certain cell division-related genes

To decipher the function of CYP96B4, a rice whole-genome microarray analysis was performed to monitor the differentially expressed genes in the *sd37* mutant and 3037. 

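Total RNA from seedlings of the wild type and of *sd37*, which the methods give as 2 weeks old, was hybridized to the Affymetrix Rice Genome Array, with 3 biological replicates of each genotype and 1 array per replicate. The deposited values are probe set signals on a linear scale, scaled by the hybridization service with a method that is not given in the sources used here. They were used as log2 signals, with values under 1 set to 1, for 57258 probe sets, after 123 control probe sets were left out. The genotypes were compared for each probe set with limma, and p-values were adjusted by the Benjamini-Hochberg method. For the spread, limma draws each probe set's own estimate toward that of probe sets of like signal. Lists of genes were compared with limma's camera, which asks whether the genes of a list lie higher or lower than all other genes. Fold changes are given as *sd37* over the wild type on the log2 scale, with limma's standard error and n = 3 arrays for each genotype. The mean signal of a gene in a genotype is the mean of its log2 signals, turned back to the linear scale. Where arrays differ much it lies below the mean of the linear signals. For genes named by the rule in the supplement, the log2 fold change was computed again with each array left out. Where it moved by more than 1.5 times, the lowest and highest of the 6 values so obtained are given as its left-out range. Genes outside the rule were not put through this check, so a missing range there does not show stability. The median signal of all values was 40.1, and the number of arrays limits the precision. Among the 25% of probe sets with the highest signal the median standard error was 0.287, and among the 25% with the lowest it was 1.08. No probe set of *CYP96B4* could be identified from the names in the reference, so its own expression is not reported.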

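In the fit without a block, the gene with the smallest p-value of a higher signal in *sd37* was LOC4346816, described in Table S1 as a transposon protein, with a mean signal of 3378 in *sd37* and 423 in the wild type. Its log2 fold change was 3.00 (standard error 0.32, n = 3 arrays each, adjusted p = 0.801). LOC4347331, described as a queuine tRNA-ribosyltransferase, an enzyme that modifies transfer RNA, had a log2 fold change of 3.11 (standard error 0.43, adjusted p = 1). A probe set described as a protein kinase had a mean signal of 352 in *sd37* and 12.9 in the wild type, and LOC9266168, a putative glycoprotein precursor, had 650 and 132. On the lower side, LOC4338844, a putative amino acid transporter, had a log2 fold change of -1.14 (standard error 0.21, adjusted p = 1), and a probe set described as ethylene-responsive transcription factor 4 had -1.04 (standard error 0.21). LOC4326185, described as a DUF26 kinase, had a mean signal of 303 in the wild type and 78.3 in *sd37*, and LOC4335599, a putative dehydrogenase, had 448 and 171. To be named here, a gene had to have all 3 *sd37* arrays beyond all 3 wild-type arrays, so this separation is not evidence for these genes. It was found in 6.07% of all probe sets. It gives p = 0.1 in a two-sided exact permutation test, the smallest that 3 arrays against 3 allow. None of the 57258 probe sets passed an adjusted p under 0.05 with a 1.5-fold change in limma, and 1249 had an unadjusted p under 0.05 with that change. An ordinary equal-variance analysis of variance on the log2 values, the kind of test that the methods name, also gave 0 at the adjusted threshold and 1401 at the unadjusted one. Whatever the fold, 1255 probe sets (2.2%) had an unadjusted p under 0.05 in limma. By chance 2863 (5%) would, if the 6 arrays were exchangeable, which these are not. The count of 1249 is therefore not by itself evidence of a difference. On simulated arrays with replicate 1 apart as here, limma without a block called 0 of 600 changed probe sets, so a gene that did not pass may still have changed. With the replicate number as a block, 2446 passed the unadjusted threshold and 6 the adjusted one, among them LOC4347331, the first in rank there (adjusted p = 0.000944), and LOC4346816 (adjusted p = 0.00385).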

In total, 317 differentially expressed genes (1.5-fold cutoff, *P*<0.05) were detected (GEO DataSets, GSE48593). Of these genes, 187 were down-regulated and 130 genes were up-regulated in *sd37* (Table S1).According to Gene ontology (GO), 120 genes were classified in to GO categories. These genes were classified into putative functional categories (biological process, molecular function and cellular component), and the influenced pathways were listed by the enrichment P-values in descending order (Table S2). 

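Of the 1249 probe sets at an unadjusted p under 0.05 with a 1.5-fold change, 561 were lower and 688 higher in *sd37*. With the replicate block 1142 were lower and 1304 higher, without *sd37* replicate 1 the counts were 1170 and 560, without wild-type replicate 1 they were 781 and 1552, and after quantile normalization of all 6 arrays 805 and 773, so the balance of directions is not settled. With the replicate block 4 of the 6 probe sets that passed were higher and 2 lower. The lower ones were *OsSWEET4*, of the family of sugar transporters, with a log2 fold change of -1.23 (standard error 0.11 in the blocked fit, adjusted p = 0.0308), and *OsWRKY71*, a transcription factor of the WRKY family, with -1.18 (standard error 0.11, adjusted p = 0.0473). *OsSWEET4* was named after its value was seen. LOC4347608 was higher, with a log2 fold change of 2.05 (adjusted p = 0.0473), and so was a probe set without a description, with 4.83 (adjusted p = 0.0308), and both were named after their values were seen.
Both arrays of replicate 1 stood apart from the arrays of replicates 2 and 3, whatever the genotype. *MADS14*, a gene of the change to flowering that was named after its values were seen, had a signal of 74.7 in wild-type replicate 1 and 90.9 in *sd37* replicate 1, and between 4020 and 4620 in the other arrays. *CAB2R*, which encodes a chlorophyll-binding protein, was higher in replicate 1, with 76050 and 82320 against 11580 to 25810. In all, 12472 probe sets differed between replicate 1 and replicates 2 and 3 at an adjusted p under 0.05 in limma with the genotype in the fit. With replicate 1 taken as a batch, an alternative chosen after seeing the data, 10 probe sets differed between the genotypes, and with replicates 2 and 3 alone 17 did.

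**Figure D1:**
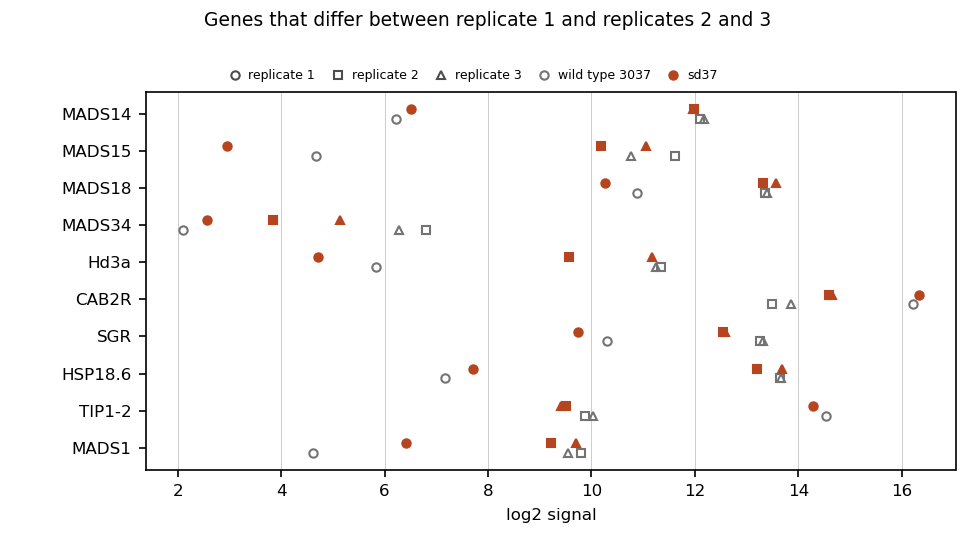
Signals on a log2 scale of genes that differ between replicate 1 and replicates 2 and 3, in each of the 6 arrays (open symbols for the wild type, filled symbols for *sd37*). *MADS14* and *MADS15* lie at least 5 log2 units lower in replicate 1 of both genotypes, and *CAB2R* and *TIP1-2* lie higher there. *MADS14*, *CAB2R*, *SGR*, *HSP18.6*, *TIP1-2* and *MADS1* were chosen after their values were seen.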

Through GO term enrichment analysis, we found the nucleobase-containing compound metabolic process, cell cycle and biosynthetic process changed greatly in *sd37* (Table S2). 

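Of 8 measured genes of tryptophan and indole metabolism, 3 were lower and 5 higher in *sd37*, with a median log2 fold change of 0.12, and the list did not pass the test (adjusted p = 0.764 from limma's camera). *ASA1*, a subunit of anthranilate synthase, the first enzyme of tryptophan synthesis, had a log2 fold change of 0.43 (standard error 0.62, left-out range -0.27 to 0.83), and *CYP71P1*, which makes serotonin from tryptamine, had 0.49 (standard error 0.44, left-out range -0.004 to 0.75). The sign of *ASA1* turned without wild-type replicate 1, and that of *CYP71P1* without *sd37* replicate 1. Ribosomal protein genes, a large part of the biosynthetic machinery, stayed close to 0, with a median of -0.01 over 25 genes (adjusted p = 0.853). In the paper's Table S2, the cell cycle term holds 2 of 5 genes with the paper's uncorrected p of 0.0024244, from the probe sets of *OsCycD2* and *OsCycB1*, and the indole terms hold 2 of 2 with the paper's uncorrected p of 0.00025. The list of 8 genes above was formed from gene names, and the values of the 2 genes behind the indole terms are not given here. It therefore does not test those terms. The biosynthetic process term has the paper's uncorrected p of 0.0781433 and the 3 terms that name nucleobases have 0.165334, 0.346457 and 0.698185, and the paper's corrected p is 1 for every term. No enrichment was computed here, since the background of Table S2 is not given in the sources used here.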

A detailed inspection found the expression level of cell division related genes, such as cell cycle, DNA replication and indole and derivative metabolic process changed obviously. 

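The core cell cycle list was formed from gene names and holds 26 measured genes. Of these, 12 were lower and 14 higher in *sd37*, with a median log2 fold change of 0.04. *CYCD2-2* and *CYCB1-1* were the members with the smallest p-values, and both were lower. They are *OsCycD2* and *OsCycB1* of Table 2, measured by the same probe sets, and the paper chose them on these arrays. *CYCD4-1*, another D-type cyclin, had a log2 fold change of 1.38 (standard error 0.83), and *CDC2-1*, the cyclin-dependent kinase that drives the cycle, had a mean signal of 721 in the wild type and 779 in *sd37*. Of 30 genes of DNA replication, 15 were lower and 15 higher, with a median of 0.02. *OsRPA32-3*, a subunit of the single-strand binding protein RPA, had -2.54 (standard error 0.83), *MCM7*, of the replicative helicase, had 1.90 (standard error 1.14), and *ORC2*, of the origin recognition complex, had 0.44 (standard error 0.30). These 3 genes and *CYCD4-1* and *CDC2-1* did not pass the test, and *CYCD4-1*, *CDC2-1*, *MCM7* and *ORC2* were named after their values were seen. Neither list passed limma's camera (adjusted p = 0.97 for each), and 0 members of either list passed when adjusted over the list alone. All 5 measured histone H2B genes were lower, with a median of -0.17 (adjusted p = 0.396), among them *H2B.11* with -0.23 (standard error 0.23, left-out range -0.38 to -0.10) and *H2B.10* with -0.68 (standard error 0.92, left-out range -1.70 to 0.05). The median of the list was 0.19 in replicate 1 and -0.55 and -0.33 in replicates 2 and 3, and *H2B.10* turned to a higher value without *sd37* replicate 1. The list passed without wild-type replicate 1 (adjusted p = 0.0136) and not without any other array. Of 33 genes of kinesins and mitosis 15 were lower and 18 higher, with a median of 0.05 (adjusted p = 0.764), and *KIN14O* had 2.46 (standard error 1.08, left-out range 1.72 to 3.74, with 0.25 in replicate 1 and 3.59 and 3.54 in replicates 2 and 3) and *DBS1*, a kinesin of cell plate formation, had 1.79 (standard error 0.92). *OsRPA32-3*, *CYCD4-1*, *MCM7*, *KIN14O* and *DBS1* had mean signals under the median of all values in at least 1 genotype, so the size of their changes is not known well. The list of kinesins and mitosis passed, as higher, without *sd37* replicate 1 (adjusted p = 0.0329).

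**Figure D2:**
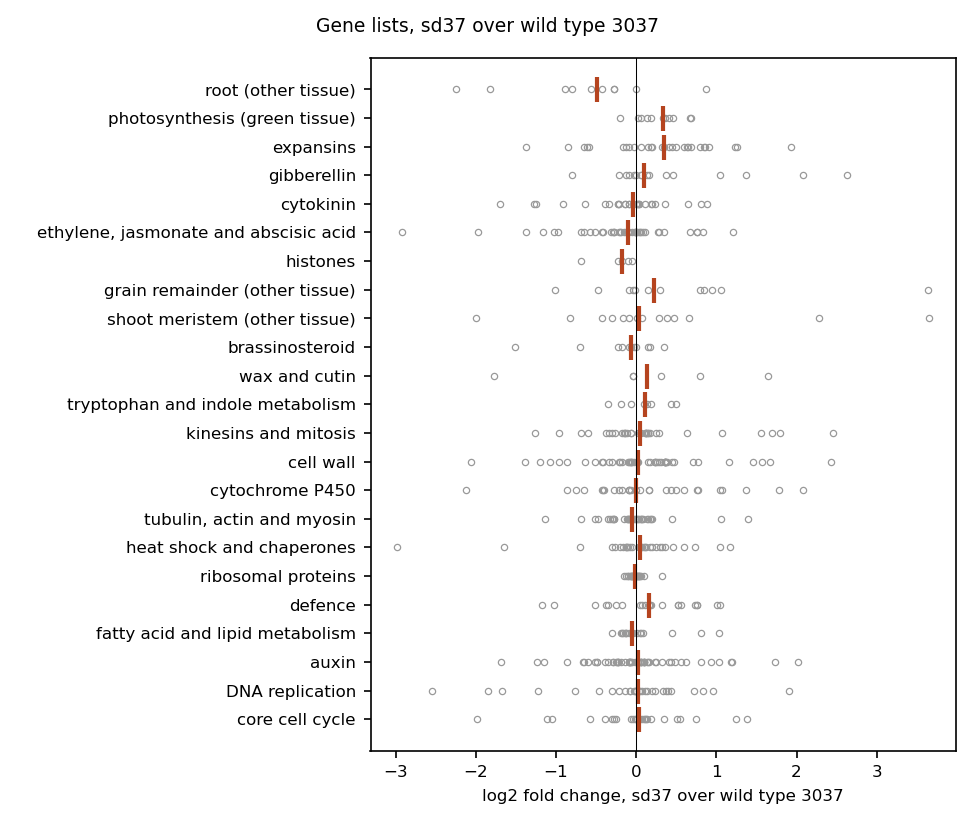
Log2 fold changes, *sd37* over the wild type, of the measured genes of each list (open circles, 1 probe set per gene), with the median of the list as a bar. The medians of the core cell cycle and DNA replication lists lie at 0.04 and 0.02, with members on both sides of 0.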

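*OsCycB1*, a cyclin that acts at mitosis, had a mean signal of 158 in the wild type and 73.2 in *sd37*, a log2 fold change of -1.11 (standard error 0.42, n = 3 arrays each) or 2.16-fold lower. *OsCycD2*, a D-type cyclin of the entry into the cycle, had 44.5 and 11.3, a log2 fold change of -1.98 (standard error 0.72). The *cdc2*-like gene *LOC_Os02g06380* had 27.5 and 11.1, with -1.31 (standard error 0.77). All 3 *sd37* arrays lay below all 3 wild-type arrays for each of these genes (two-sided exact permutation test, p = 0.1 for each, the smallest possible). The paper chose these genes on the same arrays, so this is not independent evidence. None passed limma's test over all probe sets (adjusted p = 1 for each), and with the replicate block the adjusted p lay between 0.739 for *OsCycB1* and 0.87 for the *cdc2*-like gene. Signals of *OsCycD2* and of the *cdc2*-like gene lie in the range where the error is large. The probe set of *LOC_Os06g47310* could not be identified, and its value is not reported.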

Some cyclin-encoding genes such as *OsCycB1* (*LOC_Os01g59120*), *OsCycD2* (*LOC_Os07g42860*) and the *cdc2* (cyclin-dependent kinase 2) -like genes *LOC_Os06g47310* and *LOC_Os02g06380*) were down-regulated (fold changes of −2.08, −3.85, −3.33, and −2.44, respectively) in the mutant. These genes function as conserved core regulators in the cell cycle [35], [36], [37]. 

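*OsMCM3*, a subunit of the helicase that is loaded at replication origins, had a mean signal of 13.8 in the wild type and 3.83 in *sd37*, a log2 fold change of -1.85 (standard error 0.89, n = 3 arrays each). *OsORC1*, the large subunit of the origin recognition complex, had 32.6 and 19.1, a log2 fold change of -0.77 (standard error 0.68). For *OsMCM3* the difference was -3.41 in replicate 1 and -1.12 and -1.02 in replicates 2 and 3. Neither gene passed the test (adjusted p = 1 for each from limma), and no array had a signal of 100 or more for either. Further subunits of the same helicase, named after their values were seen, did not pass either and lay on both sides, with *OsMCM6* at -0.46 (standard error 1.05), *MCM2* at 0.40 (standard error 1.48), *MCM4* at 0.37 (standard error 1.08) and *MCM5* at 0.33 (standard error 1.33).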

The *OsORC1* (*LOC_Os06g08790*) and *OsMCM3* (*LOC_Os05g39850*) genes, which encode components of prereplication complexes, were down-regulated (fold changes of −1.72 and −3.33, respectively) in *sd37* [38], [39]. 

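*OsRPA32*, a subunit of the protein that coats single-stranded DNA, had a mean signal of 24.5 in the wild type and 43.7 in *sd37*. This is a log2 fold change of 0.84 (standard error 0.65, left-out range 0.56 to 1.04, n = 3 arrays each, adjusted p = 1 from limma) or 1.79-fold higher. The signals were 30.8, 21.5 and 22.1 in the wild-type arrays and 64.5, 33 and 39.2 in the *sd37* arrays. A paralog with a higher signal, *OsRPA32-2*, had a mean of 810 in the wild type and 794 in *sd37* and was named after its value was seen.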

The expression level of *OsRPA32* (*LOC_Os02g58220*), which is required for both the initiation and elongation phases of chromosomal DNA replication, was up-regulated 1.84-fold in *sd37* [40]. *EXPB3* (*LOC_Os10g40720*), a member of the β-expansin gene family that plays an important role in cell elongation and cell division, was also up-regulated 1.55-fold in the *sd37* mutant [41]. 

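*EXPB3* had one of the higher signals among these genes, with a mean of 1075 in the wild type and 1679 in *sd37*, a log2 fold change of 0.64 (standard error 0.24, n = 3 arrays each, adjusted p = 1 from limma). The difference was 0.11 in replicate 1 and 0.95 and 0.86 in replicates 2 and 3. Of 29 measured expansin genes, which loosen the cell wall, 9 were lower and 20 higher in *sd37*, with a median log2 fold change of 0.34. The list did not pass limma's camera (adjusted p = 0.263), though it did without wild-type replicate 1 (adjusted p = 0.0157) and without *sd37* replicate 3 (adjusted p = 0.00665). *EXPB11* had 1.93 (standard error 1.24, left-out range 0.46 to 3.04). Of 49 genes of cell wall synthesis and remodeling, 22 were lower and 27 higher, with a median of 0.02 (adjusted p = 0.764). *CESA4*, a cellulose synthase of the secondary wall, had -1.39 (standard error 0.76, left-out range -2.17 to -0.56), and *CSFL8* had -2.06 (standard error 0.92). The mean signals of *EXPB11* and *CSFL8* lay under the median of all values in at least 1 genotype. The cell wall list passed, as higher, without *sd37* replicate 3 (adjusted p = 0.0136).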

We also noted that five of the differentially expressed genes were in both the cytoskeleton-related and lipid metabolism pathways. 

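Among the lipid genes of Table 2, the calcium lipid binding protein-like gene had a mean signal of 1773 in the wild type and 3056 in *sd37*, a log2 fold change of 0.79 (standard error 0.19, n = 3 arrays each), and the fatty acid hydroxylase had 4227 and 2456, with -0.78 (standard error 0.20). The lipid phosphatase had 829 and 547. The triacylglycerol lipase had 1.60 and 13.4, and glycerol-3-phosphate acyltransferase 1, an enzyme of glycerolipid synthesis, had 11.3 and 44.6, signals in the range where the error is large. Among the cytoskeleton genes, the kinesin had 36.8 and 4.45, *OsMyoXIJ* had 31.5 and 12.1, and *OsMyoXIH*, another myosin, had 246 and 377. The gene given as a fibroin heavy chain precursor, which Table S1 describes as a retrotransposon protein, had 77.1 in the wild type and 5.00 in *sd37*. None of these 9 genes passed limma's test (adjusted p = 1 for each), and with the replicate block the smallest adjusted p was 0.156, for the calcium lipid binding protein-like gene. Of 18 measured genes of fatty acid and lipid metabolism, 11 were lower and 7 higher, with a median of -0.06 (adjusted p = 0.924 from limma's camera), with *PLA2-III*, a phospholipase, at 0.81 (standard error 0.83, left-out range 0.51 to 1.37) and *ENR*, of fatty acid synthesis, at 1.03 (standard error 1.28, left-out range -0.47 to 1.86). Of 6 wax and cutin genes, 3 were lower and 3 higher (median 0.14, adjusted p = 0.741), with the lipid transfer protein genes *LTP-2* at -1.77 (standard error 1.00, left-out range -2.88 to -0.96) and *LTP2-B* at 1.65 (standard error 1.04, left-out range 1.04 to 2.85). Of 39 genes of tubulin, actin and myosin, 23 were lower and 16 higher (median -0.05, adjusted p = 0.847), with the formin *FH6* at 1.06 (standard error 0.71, left-out range 0.26 to 1.53) and the actin *AC2* at -0.35 (standard error 0.26, left-out range -0.48 to -0.10).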

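*OsGA2ox7*, which encodes an enzyme that inactivates gibberellin, had a mean signal of 499 in the wild type and 88.6 in *sd37*, a log2 fold change of -2.49 (standard error 0.52, n = 3 arrays each, adjusted p = 1 from limma, and adjusted p = 0.303 with the replicate block). The difference was -0.90 in replicate 1 and -3.66 and -2.92 in replicates 2 and 3. The cytokinin-O-glucosyltransferase genes *LOC_Os07g30620* and *LOC_Os07g30330*, of a family that stores cytokinin as its glucoside, had log2 fold changes of 1.03 (standard error 0.29) and 0.97 (standard error 0.27). Their probe sets are both assigned to the same gene in the platform's table, so the pair may count a single transcript. Neither passed the test, and their smaller adjusted p with the replicate block was 0.185. Of 16 measured gibberellin genes, 5 were lower and 11 higher in *sd37*, with a median of 0.10 (adjusted p = 0.263 from limma's camera). *CPS2*, a diterpene cyclase known from phytoalexin synthesis, had a mean signal of 302 in the wild type and 1870 in *sd37*, a log2 fold change of 2.63 (standard error 0.81), with differences of 0.31 in replicate 1 and 4.02 and 3.57 in replicates 2 and 3, and 3.70 without wild-type replicate 1, and passed only with replicates 2 and 3 alone (adjusted p = 0.0382). *CYP701A8*, of the family of kaurene oxidases, had 2.08 (standard error 0.83, left-out range 1.40 to 3.15). Of 29 cytokinin genes, 16 were lower and 13 higher, with a median of -0.04 (adjusted p = 0.263). The response regulator *OsRR9* had a mean of 7557 in the wild type and 3168 in *sd37*, with differences of 0.40 in replicate 1 and -2.15 and -2.02 in replicates 2 and 3, and *LOGL3*, of the family of cytokinin-activating enzymes, had 2465 and 1310 (log2 fold change -0.91, left-out range -1.16 to -0.52), and neither passed. The probe set of *OsGA2ox5* could not be identified.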

Only two of the differentially expressed genes were in the gibberellin and cytokinin pathways. 

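A probe set was identified for 23 of the 26 genes of Table 2. In all 23 the array difference had the sign that Table 2 gives, in each replicate, and all 3 *sd37* arrays lay beyond all 3 wild-type arrays. The study chose these genes on the same arrays, so the signs are not independent evidence. Of the 23, 18 had an unadjusted p under 0.05 in limma, none passed the adjusted threshold with or without the replicate block, and 12 had no array with a signal of 100 or more. Among the cytochrome P450 genes, *CYP71C4* (*LOC_Os01g36294*) had a mean signal of 219 in the wild type and 452 in *sd37*, a log2 fold change of 1.04 (standard error 0.31, n = 3 arrays each, adjusted p = 1). *LOC_Os03g30420*, which Table 2 labels cytochrome P450 78A11, had 37.6 and 4.68, *CYP76B1* had 37.0 and 8.86, and *LOC_Os07g19160* had 30.8 and 7.19. Of 29 named cytochrome P450 genes, 14 were lower and 15 higher, with a median of 0.00 (adjusted p = 0.764 from limma's camera), and *CYP99A3*, of the momilactone pathway, had 1.78 (standard error 0.72). The quantitative PCR values of Table 2 were not analysed here.

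**Figure D3:**
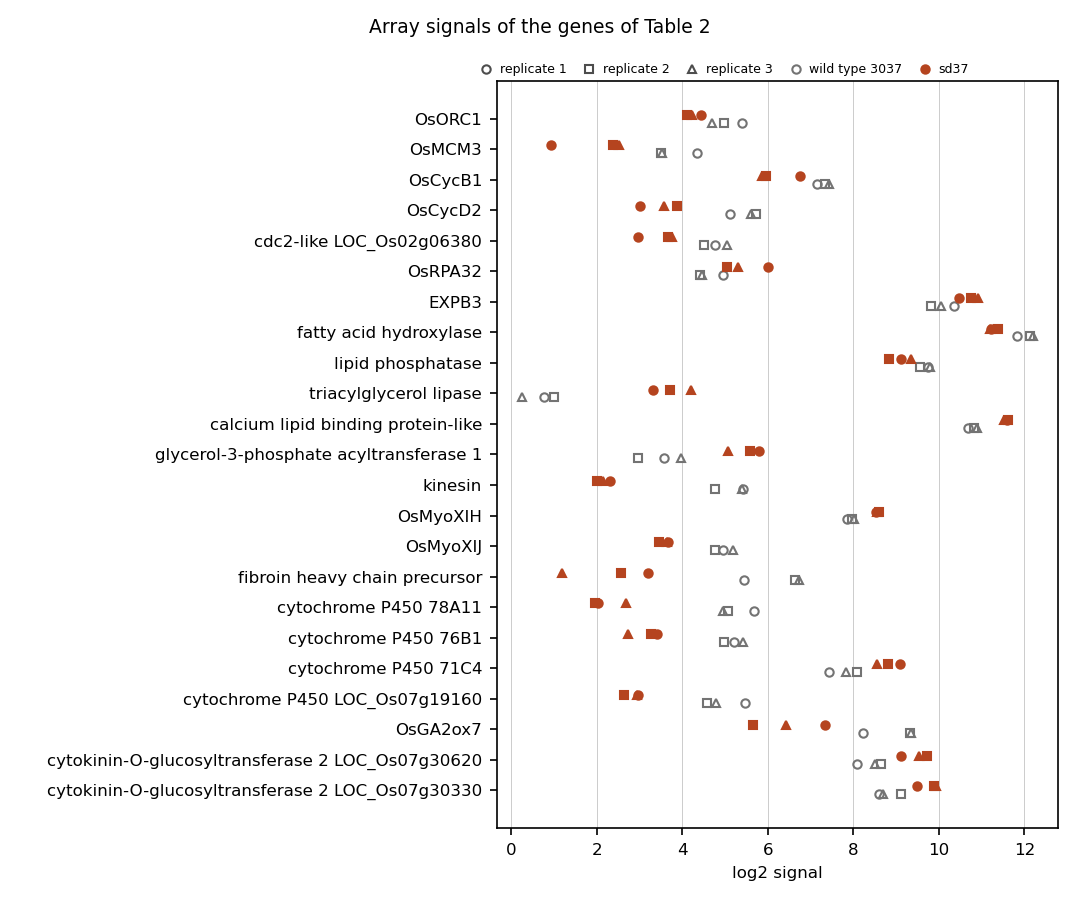
Signals on a log2 scale of the 23 genes of Table 2 with a probe set, in each of the 6 arrays (open symbols for the wild type, filled symbols for *sd37*). The groups do not overlap in any of the 23 genes, and 12 of them stay under a signal of 100 in every array.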

We further verified the microarray data by real-time quantitative PCR of the genes described above (Table 2).

**Table 2:** Selected functionally classified and differentially expressed genes in the *sd37* mutant compared with the 3037 (wild type) as revealed by microarray analysis.

Gene	Description and functional categories	Fold change (*sd37*/3037)	
		Microarray	qPCR
	**cell division**		
LOC_Os06g08790	origin recognition complex subunit, *OsORC1*	−1.72	−1.37
LOC_Os05g39850	DNA replication licensing factor MCM3	−3.33	−1.94
LOC_Os01g59120	B-type cyclins, OsCycB1	−2.08	−1.59
LOC_Os07g42860	D-type cyclins, OsCycD2	−3.85	−1.26
LOC_Os06g47310	cyclin-dependent cdc2 protein	−3.33	−2.38
LOC_Os02g06380	cyclin-dependent cdc3 protein	−2.44	−2.27
LOC_Os02g58220	replication protein A 32 kDa subunit	1.84	1.50
LOC_Os10g40720	beta-expansin 3	1.55	2.10
	**lipid metabolism**		
LOC_Os03g03370	fatty acid hydroxylase	−1.72	−1.39
LOC_Os08g27040	lipid phosphatase protein	−1.52	−1.85
LOC_Os04g21160	gastric triacylglycerol lipase precursor	8.47	
LOC_Os08g20544	calcium lipid binding protein-like	1.72	2.13
LOC_Os01g22560	glycerol-3-phosphate acyltransferase 1	3.86	
	**cytoskeleton**		
LOC_Os12g42160	kinesin motor domain containing protein	−8.33	−12.54
LOC_Os05g46030	myosin head family protein., OsMyoXIH	1.53	1.20
LOC_Os06g29350	myosin head family protein, OsMyoXIJ	−2.63	−1.55
LOC_Os08g34390	fibroin heavy chain precursor	−14.29	−12.54
LOC_Os10g31720	glycine-rich cell wall structural protein 2 precursor	−14.29	−13.15
	**cytochrome P450**		
LOC_Os03g30420	cytochrome P450 78A11	−8.33	−4.16
LOC_Os12g09790	cytochrome P450 76B1	−4.17	
LOC_Os01g36294	cytochrome P450 71C4	2.05	1.89
LOC_Os07g19160	Cytochrome P450	−4.35	
	**Gibberellin related**		
LOC_Os07g01340	OsGA2ox5	−1.67	−1.50
LOC_Os02g41954	OsGA2ox7	−4.16	−3.20
	**cytokinin related**		
LOC_Os07g30620	cytokinin-O-glucosyltransferase 2,	2.05	2.14
LOC_Os07g30330	cytokinin-O-glucosyltransferase 2	1.95	2.35

### Slight over-expression of *SD37* in transgenic lines promotes plant growth, and RNA interference targeting *SD37* in transgenic lines mimics the mutant phenotype

We generated a *SD37* promoter-governed *SD37* gene construct and constructs containing *SD37* or its mutant allele *sd37* driven by the maize ubiquitin promoter; these constructs were transferred to Nipponbare to create *SD37* over-expressing transgenic plants (Figure 6A). We monitored the *SD37* transcript levels in independent over-expressing transgenic plants using qRT-PCR (Figure 6C). Our results revealed that the expression level of *SD37* was correlated with a dwarf phenotype in different transgenic lines (Figure 6A and 6C, line 2–4); in these transgenic plants, the expression levels of *SD37* were two-fold greater than in the vector control. However, when the *SD37* expression level was less than two-fold greater than the vector control (1.5-fold), the transgenic plants were taller than the control plants (Figure 6A and 6C, line 1). In total, two independent transgenic lines slightly over expressing *SD37* were observed to be taller than the control plant (Figure S2). Over-expression of the *sd37* (mutant allele) transgenic lines resulted in phenotypes identical to the vector control (Figure 6A). This result suggests that the *sd37* allele had no function and the point mutation in CYP96B4 completely disrupted the catalytic ability of the enzyme. These OE lines with different expression levels suggest that moderate expression of *SD37* promotes plant growth (such as in *OE-SD37* line 1) and high expression of *SD37* (fold change >2) suppresses plant growth.

**Figure 6:**
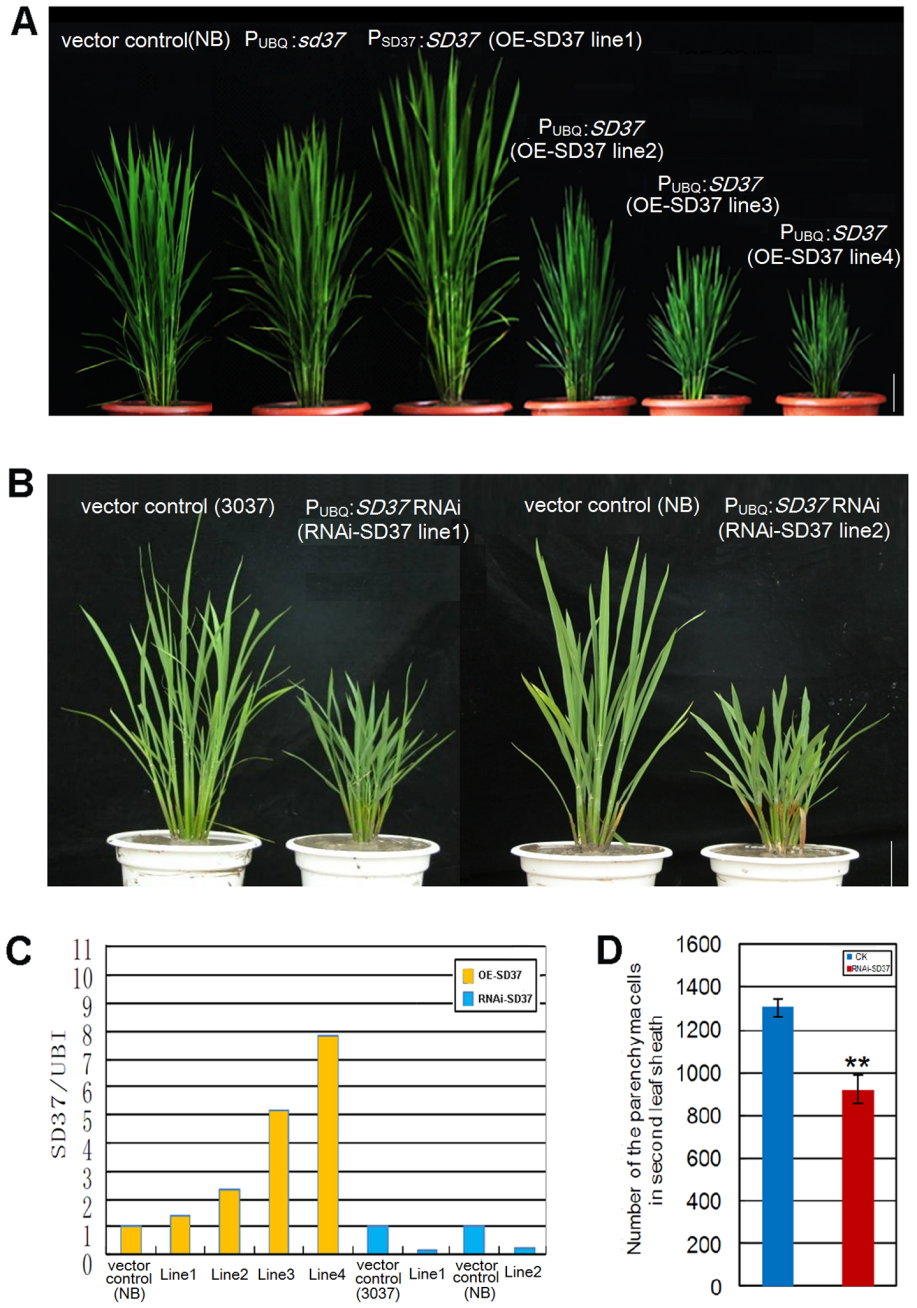
Gross morphology of *SD37* transgenic plants and the relative amount of *SD37* mRNA, as determined by real-time PCR. (A) Gross morphology of the vector-control/Nipponbare; *sd37* over-expressing transgenic line: *P_UBQ_:sd37* in the Nipponbare genetic background; *SD37* over-expressing transgenic line 1:*P_SD37_:SD37* in the Nipponbare background; over-expressing transgenic lines 2–4: *P_UBQ_:SD37* in the Nipponbare background. Bar  =  10 cm. (B) Gross morphology of the *SD37* RNA interference transgenic plants in 3037 and Nipponbare backgrounds at 30 days. Bar  =  10 cm. (C) Relative amount of *SD37* mRNA levels in the transgenic plants in (A) and (B), as determined by real-time PCR. (D) Quantitative measurement of the total second leaf sheath parenchyma cell number in the axial parenchyma cells in the second leaf sheath parenchyma (per leaf) of the RNAi-*SD37* transgenic line and vector control. Error bars indicate ± SD (N = 10). A significant difference (**, *P*<0.01) was found between the RNAi-*SD37* transgenic line and vector control.

In addition, we generated transgenic plants expressing the *SD37* RNA interference (RNAi) construct. Similar to the *sd37* mutant plants, the RNAi transgenic plants exhibited a dwarf phenotype (Figure 6B and 6C) with fewer cells found in the second leaf sheath (Figure 6D). Together, these data show that *SD37* plays an essential role in normal plant growth.

### The mutation does not significantly affect pollen viability in the *sd37* mutant

Ramamoorthy et al. [25] observed significantly lower seed viability in the CYP96B4 DS insertion line in a WT background (*Oryza sativa* ssp. Japonica cv. Nipponbare) that was due to defects in pollen viability. We also examined pollen viability and tube growth by iodine/potassium iodide (I_2_/KI) staining and in vitro germination analysis, respectively. As shown in Table 3, 95.4% of 3037 pollen grains were stained; in the *sd37* mutant, 93.7% of pollen grains were stained. An in vitro germination analysis showed that 61.2% of 3037 pollen grains and 58.5% of *sd37* pollen grains germinated. The difference in pollen germination rates between 3037 and *sd37* was not significant (*P*>0.05).

**Table 3:** Pollen viability in the wild-type (3037) and mutant (*sd37*) plants.

Pollen viability	3037	*sd37*
Stained pollen	95.4% NS	93.7%
In vitro germinated pollen	61.2% NS	58.5%

Data are shown as the mean ± SD (N = 100). Each of the parameters was compared between 3037 and *sd37* using the Student's *t*-test.

## Discussion

Previous studies showed that phytohormone GA and BR were the most important regulators in determining plant height. Either the biosynthesis or the perception of GA and BR are revealed to be impaired in many characterized dwarf mutants as introduced earlier. Recently, Ramamoorthy et al. reported a novel semi-dwarf rice mutant, which was a GA/BR independent mutant caused by a copy of Ds insertion into the gene *OsCYP96B4* [25]. And increased expression level of *OsCYP96B4* gene significantly reduced the plant height in a transcript dosage dependent manner [25]. Their data suggested a possible role of OsCYP96B4 gene in fatty acid metabolism. But, the function of OsCYP96B4 gene in regulating plant height is still unknown [25]. Here, we identified a natural semi-dwarf mutant *sd37* and demonstrated that the semi-dwarf phenotype was caused by a point mutation in *OsCYP96B4* gene, which resulted in an amino acid substitution in the CYP96B4 protein. The histological results suggest that a reduction in cell number is the main cause of the dwarfism phenotype in *sd37*. Furthermore, low overexpression of *SD37* promotes plant growth resulting in larger plants, a phenotype not described previously, while transgenic plants in which CYP96B4 is highly overexpressed show a reduced plant height. Ramamoorthy et al. also reported that expression of *OsCYP96B4* transcripts reduced plant height in a dosage-dependent manner in a transgenic plant that contained a *CYP96B4* transgene controlled by its native promoter [25]. Among the three transgenic lines reported in the above study, the E5 line exhibited the lowest transgene expression and a greater than two-fold increase in the *OsCYP96B4* transcript level compared to the vector control [25]; this expression level was similar to what we observed in our line 2. In our present study, an increased plant height was observed in two transgenic lines, such as line 1, compared to the control, and the *CYP96B4* transcript level in these lines was less than two-fold greater than that in the vector control. Our data suggest that moderate expression of *OsCYP96B4* (an increase of less than two-fold) promotes plant growth, but higher expression of *OsCYP96B4* (an increase of more than two-fold) reduces plant height. These data suggest that OsCYP96B4 plays an important role in the fine-tuning of plant growth and that moderate *SD37* expression plays an essential role in the regulation of normal plant growth. Actually, the cytochrome P450 KLUH/CYP78A5 is regarded as a stimulator of plant organ growth in Arabidopsis. Mutation or strong overexpression of *KLUH* results in smaller plants but moderate overexpression increases organ size [42]. Moreover, CYP78A has been proposed to contribute to the biosynthesis of a novel growth-stimulating signal distinct from the classical phytohormones, and some members in CYP78A family were found to catalyze fatty acid hydroxylase reactions [43], [44], [45]. These findings suggest that OsCYP96B4 plays an important role in the fine-tuning of plant growth the same as the AtCYP78A5. In addition, our data provides additional valuable information about the function of OsCYP96B4 to unveil the GA/BR independent pathway which control plant height of rice.

Plant height is determined by cell number and cell size, which depend on cell proliferation and cell expansion, respectively. The *sd37* mutant has fewer parenchyma cells in the second leaf sheath and internode cells around the shoot apical meristem (SAM) compared to the wild type. This result demonstrates that the *sd37* mutant has defects in cell division, which results in its dwarf phenotype. Ramamoorthy et al. [25] reported that the cell elongation defects in the *OsCYP96B4 Ds* insertion mutant line were the major cause of the dwarf phenotype. Their data showed that the average cell length of epidermal cells at the second leaf sheath of the mutant was about 30% less when compared with the wild type. In our research, we did not inspect the cell length of epidermal cells at the second leaf sheath, but we found that the *sd37* mutant is not defective in cell elongation at parenchyma cells in the second leaf sheath and internodes cells around the shoot apical meristem (SAM). In young *sd37* seedlings, the length of parenchyma cells was even greater than that of the wild type. At the heading stage, the decrease in cell elongation in the *sd37* culm internode was not significant compared to that of the wild type. This discrepancy may be due to both the different cell types we analyzed and the different genetic backgrounds and environmental conditions. Ramamoorthy et al. also presented data demonstrating that the heterologous expression of *OsCYP96B4* in *Schizosaccharomyces pombe* led to defects in chromosome segregation that resulted in mis-segregation and wider cells; however, cell length was unaffected [25]. This implied that OsCYP96B4 is able to regulate yeast cell division. 

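Of the cell division genes of Table 2, 7 were measured by an identified probe set, the cyclin and *cdc2*-like genes, *OsORC1* and *OsMCM3* lower in *sd37* and *OsRPA32* and *EXPB3* higher. Of these, 3 had an unadjusted p under 0.05 in limma, none passed the adjusted threshold, and 5 had no array with a signal of 100 or more. With the replicate block the smallest adjusted p was 0.61, for *EXPB3*. In the lists of the core cell cycle and of DNA replication, members lay on both sides, 27 lower and 29 higher. These lists hold only genes found by name, and the *cdc2*-like gene is not among them. Some members, such as *MCM2* and *MCM5*, had mean signals under the median of all values in both genotypes, where the sign is not known well. The paper sets the difference in cell division genes beside its counts of leaf sheath and internode cells and the effect of the gene in yeast. It also reports quantitative PCR changes of the same sign for these genes and fewer sheath cells in RNA interference lines. It proposes that the mutation mainly affects cell number.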

Our microarray data also revealed that genes related to cell division were found to be differentially expressed in the *sd37* mutant and the wild type plant. All these data suggested that the cell number is primarily affected by *CYP96B4* mutation, which may have different effect on the regulation of cell growth according to different cell types.

Ramamoorthy et al. observed significantly lower pollen viability in the *CYP96B4 Ds* insertion line in a wild type background (Oryza sativa ssp. Japonica cv. Nipponbare) [25]. We also examined pollen viability and tube growth by iodine/potassium iodide (I2/KI) staining and in vitro germination analysis, respectively. The result showed that pollen germination and iodine/potassium iodide (I2/KI) staining rates in *sd37* was reduced compared with that in 3037, but the difference was not significant (*P*>0.05). This discrepancy may be due to different types of mutants we analyzed. Our mutant allele was a spontaneous rice dwarf mutant in the *indica* cultivar 3037. The *CYP96B4 Ds* insertion mutant used by Ramamoorthy et al. was T-DNA transgenic plant, which usually resulted in reduced fertility [46]. And the different backgrounds and environments may also contribute to this discrepancy. Although *sd37* pollen germinated normally, some over-expression transgenic lines with severe dwarfism (such as OE-SD37 Line 4 in Figure 6) were infertile.

To date, no catalytic or biological function has been assigned to any CYP96B family member. The CYP96 family belongs to the CYP86 clade, which is phylogenetically related to animal and microbial fatty acid hydroxylases. Previous research revealed that the lipid profile in the *OsCYP96B4 Ds* insertion mutant line was different from the wild type [25]. The point mutation of CYP96B4 found in *sd37* may cause a loss of function in enzyme catalysis. Models built for the CYP94 proteins using a hybrid CYP2C9 template indicate that these fatty acid hydroxylases stabilize internal polar/charged groups in their substrates with the polar/charged residues present in the F-helix (SRS2) and the loop between the K-helix and the b1-4 strand (SRS5). In the CYP94B1 model, three charged/polar residues (T226 and Y230 from SRS2 and K373 from SRS5) are important for stabilizing the fatty acid polar groups [47]. It is therefore assumed that the point mutation that led to the substitution of T226 with K226 in the substrate recognition region 2 (SRS2) may interrupt fatty acid metabolism in the *sd37* mutant. We also quantified serials of medium-chain fatty acids in *sd37* mutant and 3037 plant. The result showed that the saturated 16:0 and the polyunsaturated 18:2 levels increased in *sd37* significantly compared with that in 3037 (Figure S3). CYP96B4 did not exhibit catalytic activity toward saturated or unsaturated medium-chain fatty acids in Ramamoorthy's analysis. Using the saturated and unsaturated medium-chain fatty acids (C12, C14, C16, and C18) as substrates, the activity of the recombinant CYP96B4 could not be measured also in vitro in our study (data not shown). Increasing evidence implicates FAs and their derivatives as signaling molecules, modulating normal and disease-related physiologies in plants [48]. The identification of the catalytic substrates of CYP96B4 would be critical to reveal the molecular function of CYP96B4 in regulating plant height in rice.

## Materials and Methods

### Plant materials and growth conditions

The spontaneous mutant *sd37* was isolated from a population of *Oryza sativa* L. ssp. *indica* cv. 3037 at the experimental farm of Yangzhou University, Jiangsu Province, PR China. The *sd37* mutant was crossed with the *japonica* rice variety Nipponbare. Rice plants were cultivated in the experimental field at the Institute of Genetics and Developmental Biology in Beijing under natural growth conditions. The field management adhered to normal agricultural practices. To examine the growth of young rice seedlings, rice seeds were germinated in sterilized water and grown in MS pots in a phytotron chamber with a 16 h light (26°C) and 8 h dark (18°C) photoperiod. For *SD37* expression analysis, booting panicles were collected when they had reached 3 cm in length. The root, SAM, and third leaf sheath were harvested from two-week-old plants.

### Histological observation of cell morphology

Rice samples were fixed in formalin:acetic acid:70% ethanol (1∶1∶18) overnight at room temperature. Each fixed segment was dehydrated then embedded in paraffin wax (Sigma-Aldrich). For the morphogenetic analysis, 8 µm sections were cut using a rotary microtome (Leica). The sections were placed on slides, observed using a microscope, and photographed using a 3CCD color video camera (Leica). The inner layer of the parenchyma cells of the second leaf sheath was stained with propidium iodide (PI) and examined under a laser scanning confocal microscope (Leica TCS SP5). The longitudinal cell number in the layer with the largest cell size was counted for each second sheath per leaf and compared using the Student's *t*-test (N = 20). The cell number was measured in 0.5 mm longitudinal sections from each of the four cell layers in the middle of the second internode bellow the panicle. The cell length was calculated using the average cell number divided by 0.5 mm. The cell length and cell number in these segments (N = 20) were measured and compared using the Student's *t*-test. To measure the cell number in the meristematic internode zone in the SAM, freshly isolated SAMs were embedded in paraffin wax (N = 10) and cut longitudinally. The sections were examined using a microscope and the number of cells in the longitudinal sections of the second internode below the SAM was counted and compared using the Student's *t*-test.

### Map-based cloning and sequencing of *SD37*

To identify the *SD37* gene, the *sd37* mutant was crossed with the japonica cv. Nipponbare. F2 progeny with the mutant phenotype were used to identify the mutation site. Sequence-tagged site markers were designed based on the DNA sequences of *indica* and *japonica* (http://www.ncbi.nlm.nih.gov) and named according to their physical positions. The molecular lesion responsible for the *sd37* phenotype was identified by PCR amplification of the *SD37* genomic region from both 3037 and *sd37* plants; the sequences were compared using DNAMAN. The primer sequences are listed in Table S3. The CAPS markers were generated based on single nucleotide polymorphisms identified in the mutant. PCR products amplified with OE-F and OE-R primers were digested using the restriction enzyme *Alw*I. Digestion products were evaluated by agarose gel electrophoresis.

### Vector construction and Agrobacterium-mediated transformation

For the complementation of the *sd37* mutant, the pCAMBIA1300 plasmid was constructed; this vector contained a 4950-bp genomic DNA fragment consisting of the 2500-bp upstream sequence and the entire *SD37* gene. The plasmid was introduced into the *sd37* mutant.

For the promoter analysis, approximately 2.5 kb of the *SD37* promoter region was amplified. PCR primers were designed with adaptors containing *Bam*HI and *Eco*RI sites. The *SD37* promoter was cloned into the *Bam*Hl and *Eco*RI sites of the promoter fusion vector pCAMBIA139IZ (AF234312) upstream of the GUS gene. For the over-expression analysis, the maize ubiquitin promoter and *SD37* promoter were used to drive the expression of the *SD37* gene. The vector pTCK303 was used to prepare the construct for the RNAi analysis [49]. The agrobacterium-meditated transformation protocol was modified from Hiei [50]. Transgenic plants were selected on medium containing 50 mg/L hygromycin. Hygromycin-resistant plants were transplanted into the soil and the levels of gene expression were assessed.

### RNA microarray analysis and quantitative RT-PCR

The Affymetrix Rice Genome Array contains 51,279 transcripts, including 48,564 japonica transcripts and 1,260 indica transcripts. Two-week-old *sd37* and wild-type seedlings were selected; three biological replicates were generated and evaluated. Total RNA was extracted using the guanidinium isocyanate/acidic phenol method [51]. RNA purification, probe labeling, chip hybridization, probe array scanning, and data pre-processing normalization were performed using the Affymetrix custom services (SBC, Shanghai, China). Analysis was performed using an ANOVA-false discovery rate (ANOVA-FDR) with a significance level of *P*<0.05. Spots with changes in expression were extracted based on a 1.5-fold increase or decrease in expression. Functional classification of the differentially expressed genes was carried out using tools for the GO categories (http://plexdb.org and https://www.affymetrix.com) and revised manually. All of microarray analysis data were submitted to the NCBI Gene Expression Omnibus (GEO) Web Deposit (GSE48593).

After treatment with DNase (Promega), 1 µg of total RNA was used to synthesize the oligo (dT) primed first-strand cDNA using the Invitrogen Super Script III First Strand Synthesis System (Cat. No. 18080-051). All primers used for RT-PCR and qRT-PCR are listed in Table S3. SYBR Green I was added to the reaction system, and reactions were run on a Chromo 4 real-time PCR detection system (Bio-Rad, http://www.bio-rad.com/) with denaturation at 95°C for 10 min, followed by 40 cycles of denaturation at 95°C for 15 s and annealing/extension at 60°C for 1 min. The amplification of ubiquitin gene (*OsUBQ1*) was used as an internal control to normalize the data. These data were analyzed using the Opticon monitor software (Bio-Rad). Three repeats were carried out for each gene.

### GUS staining

GUS staining was performed according to a described previously method [52]. Various tissues or hand-cut sections of p1391z_SD37pro::GUS transgenic plants were incubated overnight at 37°C in a solution containing 50 mM NaHPO_4_ buffer, pH 7.0 with 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, 0.1% Triton X-100, and 1 mM X-Gluc. The stained sections were then visualized and recorded using a stereomicroscope (Leica). Longitudinal paraffin sections of stained roots and young leaves were observed with a microscope and photographed using a 3CCD color video camera (Leica).

### Subcellular localization

To determine the exact subcellular location of the SD37 protein, *SD37* cDNA was fused in-frame with GFP and ligated into the pJIT163 vector. The fusion proteins were transiently expressed under the control of the CaMV 35S promoter. The expression constructs were co-transfected into rice leaf protoplasts with mRFP/mCherry markers to visualize the endoplasmic reticulum (ER) and Golgi vesicles [53]. The mCherry markers and the pJIT163_hGFP::SD37 construct were transformed into rice leaf protoplasts using the polyethylene glycol method [54]. The transformed protoplasts were examined using a laser scanning confocal microscope (Leica TCS SP5).

### Assessment of pollen viability and tube germination

To analyze pollen development, pollen sampled from *sd37* and wild-type spikelets just before flowering was stained with 1% (w/v) iodine and potassium iodide (I_2_-KI) solution to determine viability. A liquid medium (20% sucrose, 10% PEG, 3 mmol/L Ca(NO_3_)_2_, 10 mg Vitamin B1, and 40 mg/L boric acid) was prepared for rice pollen germination. The optimal incubation temperature was 28°C. The stained pollen grains and the in vitro germination rates were then examined using a Leica microscope (N = 100). Three repeats were carried out and compared using the Student's *t*-test.

### RNA in situ hybridization

RNA in situ hybridization was performed as described [55]. For the *SD37*-specific probe, a 182-bp fragment was amplified from the cDNA of wild-type plants with the primers listed in Table S3. The PCR products were subcloned into the pGEM-T Easy vector (Promega) and used as a template to generate RNA sense probes. Antisense RNA probes were generated in a reaction mixture containing digoxigenin-UTP using T3 or T7 polymerase, depending on the orientation of the inserts. Shoot apices from 3037 and *sd37* plants at different developmental stages were fixed in a formaldehyde solution (4%), dehydrated through an ethanol series, embedded in paraffin (Sigma-Aldrich), and sectioned at 8 µm using a rotary microtome (Leica). Transverse sections were probed with digoxigenin-labeled antisense probes (Roche). The slides were observed using a microscope and photographed using a 3CCD color video camera (Leica).

## Supporting Information

Figure S1 **CDS sequence of** ***SD37*** **. Arrows indicate the point mutation (C to A) in the** ***SD37*** **exon.** A sequence comparison revealed an amino acid substitution of T to K in SD37.
(PPT)

Figure S2 **The phenotype (A) and** ***SD37*** **expression level (B) of over-expressing transgenic plant lines (** ***P_SD37_: SD37*** **in the Nipponbare background).** Bar  = 10 cm.
(TIF)

Figure S3 **Relative level of different fatty acyl chain length lipid from 3037 (wild type) and** ***sd37*** **.** Quantification was made by GC-MS using an internal standard fatty acid C17:0. Error bars indicate ± SD (N = 20). A significant difference (*, *P*<0.05) was found between the *sd37* and 3037 plants.
(TIF)

Table S1 **Up- and down-regulated genes in the** ***sd37*** **mutant, as determined by microarray analysis.** Two-week-old *sd37* and wild-type seedlings were selected. These biological replicates were generated and evaluated, and 317 differentially expressed genes (1.5-fold cutoff, *P*<0.05) were detected.

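Table S1 lists 317 probe sets, each with a fold change of *sd37* over the wild type, a p-value and a description, where a negative fold change stands for the ratio of the wild type over *sd37*. For 315 of them the fold change equals the ratio of the group means of the deposited linear signals within 1%. In 316 the groups of 3 arrays do not overlap, against 6.07% of all probe sets here and 10% by chance for exchangeable arrays, which these are not. Of the 317, 178 had no array with a signal of 100 or more. Over all 317, the median of the mean signals, here taken over the 6 arrays on the linear scale, was 38.5. Of these probe sets, 19 are described as transposon or retrotransposon proteins, 16 of them lower in *sd37* and 3 higher. Table S1 holds 5 of the 6 probe sets that limma called with the replicate block, and 216 of the 1249 at an unadjusted p under 0.05 with a 1.5-fold change. In Table S1 *OsRPA32* carries the paper's p of 0.0823811.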

(XLS)

Table S2 **Gene ontology (GO) enrichment analysis of the up- and down-regulated genes.**
(XLS)

Table S3 **List of primers used for genotyping, probe synthesis, cloning, and expression analysis.**
(XLS)

# Supplementary material for: The Rice Semi-Dwarf Mutant sd37, Caused by a Mutation in CYP96B4, Plays an Important Role in the Fine-Tuning of Plant Growth
**Source:** PLoS One. 2014 Feb 3;9(2):e88068. doi: 10.1371/journal.pone.0088068
**Supplement:** Figure S1 — CDS sequence of SD37 . Arrows indicate the point mutation (C to A) in the SD37 exon. A sequence comparison revealed an amino acid substitution of T to K in SD37.

## Slide 1

Figure S1: CDS sequence of SD37. Arrows indicate the point mutation (C to A) in the SD37 DNA sequence. Sequence comparison revealed an amino acid substitution of T to K in SD37.

How the deposited data were processed for this re-analysis (not part of the article)

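Gene expression was measured in seedlings of the wild-type rice cultivar (*Oryza sativa* ssp. *indica*) and of the *sd37* mutant on the Affymetrix Rice Genome Array, with 3 arrays for each genotype. The methods give the plants as 2 weeks old. The methods and the sample labels name seedlings, and a footnote of Table S1 speaks of apices of the wild type, so the tissue is open to that extent. The methods name an extraction with guanidinium isocyanate and phenol and the sample labels a column kit. Labelling, hybridization, scanning and normalization were done by a service. The intensity values were used as deposited, after the pre-processing and normalization that the authors report from that service, and the algorithm that made the probe set signals is not given in the sources used here. The deposited values are signals on a linear scale with 1 decimal. Their distributions differ between arrays, so they are not quantile-normalized. The median signal of an array lay between 32.3 and 56.2, and 35.3% to 38.8% of the probe sets had a signal of 100 or more. Replicate 1 had the highest medians, 51 in the wild type and 56.2 in *sd37*. The files hold no detection calls, and the number of arrays limits the precision.

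The table holds 57381 probe sets, of which 123 controls were left out. Values under 1 (1.77% of all) were set to 1 and log2 was taken. R 4.3.3 and limma 3.58.1 were used. Each probe set was fitted with lmFit and eBayes with an intensity trend on all 6 arrays, and called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. A count at an unadjusted p under 0.05 with the same change is given beside it, since the p-values of Table S1 may be unadjusted. The test behind them was not identified: 27 of the 317 lie within 1% of the p of the equal-variance test on log2 values. No list of genes called by an exact test could pass, since 3 arrays against 3 give a p of 0.1 at the least.

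Genes were named by the platform's table and the reference annotation. Of the probe sets, 22531 carry a gene there, 95 of them with more than 1 gene, which were left out. The reference holds no descriptions, so the gene lists were formed from symbols and synonyms, before the values of their members were seen except those in the paper's tables. For each gene the probe set with the highest mean was used. Of 24 lists planned, 23 had at least 5 measured genes and were tested with camera, with an inter-gene correlation of 0.01 and a variance trend, adjusted over the 23 lists. The variance trend in camera was set after a first run without it had been seen, and the root list alone is called either way. The lists were core cell cycle, DNA replication, histones, kinesins and mitosis, tubulin with actin and myosin, expansins, cell wall, gibberellin, brassinosteroid, cytokinin, auxin, ethylene with jasmonate and abscisic acid, cytochrome P450, fatty acid and lipid metabolism, wax and cutin, tryptophan and indole metabolism, ribosomal proteins, photosynthesis, root, grain, shoot meristem, heat shock and chaperones, and defence. The list of the CYP86 clade had no named member. Genes described as transposons are known from Table S1 alone and were counted, not tested.

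The genes named are, first, those of Table 2, by the probe set that Table S1 pairs with the locus, or, for *OsORC1* and *OsCycD2*, by the reference name of the accession in Table S1. The values in the paper's tables count as seen. The kinesin locus has more than 1 probe set in Table S1, and the first was used. Second, the genes with a name or description, a signal at or above the median, a change of at least 1.5-fold and no overlap between the groups were ranked, up to 10 in each direction where they passed the adjusted threshold, and otherwise filled to 5 by the smallest unadjusted p. None passed, so all are values that did not pass. After a first look at this ranking, entries that hold only a placeholder or a bare identifier were no longer counted as a description. Last, the 2 genes of smallest unadjusted p of each list are named. Other genes are marked where they stand as named after their values were seen. The expression of *CYP96B4* itself is not reported, since no probe set could be identified for it. For 3 genes of Table 2 no probe set was identified.

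Whether the replicate numbers pair the arrays was checked from the deviations of each array from its group's mean. These correlated, across probe sets, with 0.394 for replicate 1 of the 2 genotypes, 0.134 for replicate 2 and 0.16 for replicate 3. Wild-type replicate 2 and *sd37* replicate 3 gave 0.164, and wild-type replicate 3 and *sd37* replicate 2 gave 0.13, so replicates 2 and 3 are as alike across the numbers as within them, and replicate 1 stands apart. Probe sets are not independent replicates. All own pairs lay above 0.1, so values with the replicate number as a block are also given. They stand beside a result where the block changes a call or moves a count by more than 1.5 times. Both pairs across replicates 2 and 3 lay above 0.1 too, so this mark does not show that those arrays are paired by number.

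The fit was tested on simulated data with the signals and spread of the real arrays and 600 of 57258 probe sets changed, 200 each by 1.5-fold, 2-fold and 4-fold. The changed probe sets and the list genes were all drawn from those at or above the median signal, with noise independent between probe sets. The shares called therefore do not cover genes of lower signal or lists of correlated genes. With no replicate effect, 149 of the 200 probe sets changed 4-fold and 19 of the 200 changed 1.5-fold were called, with 15 false calls. With replicate 1 shifted as in the real arrays, 0 were called without a block and 77 of the 200 changed 4-fold with it, with 0 false calls. With the block, 3 of the 200 changed 2-fold and 0 of the 200 changed 1.5-fold were called there. A list of 30 genes lowered by 0.5 log2 units gave a camera result past the threshold in both cases.

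The alternatives fixed before the data were examined were quantile normalization, centring on the median, an offset of 5.6 (the 20th percentile of all values) before log2, probe sets at or above the median signal or in the upper 25%, plain probe sets without shared probes, eBayes without a trend or robust, an ordinary equal-variance analysis of variance, the kind of test that the methods name, on log2 and on linear values, the ratio of linear means as the fold change, the replicate block, leaving out each array in turn, a fold threshold of 2, adjusted thresholds of 0.1 and 0.2, and for the lists an estimated correlation, every probe set of a gene, and fry. A fit with replicate 1 as a batch and a fit of replicates 2 and 3 alone were chosen after seeing the data.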

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

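Genes that the paper's text does not discuss had a higher signal in all 3 *sd37* arrays than in all 3 wild-type arrays. The rule that named them required this separation. Among the genes named by the rule, these were LOC4346816, a putative transposon protein (log2 fold change 3.00), a probe set described as a protein kinase (4.78), LOC4347331, a putative queuine tRNA-ribosyltransferase (3.11), and LOC9266168, a putative glycoprotein precursor (2.31). None passed the adjusted threshold without a block, and LOC4347331 (adjusted p = 0.000944) and LOC4346816 (adjusted p = 0.00385) passed with the replicate block. Chance gives no overlap between groups of 3 arrays in 10% of probe sets if all 6 arrays are exchangeable, and 6.07% had none here. Replicate 1 stands apart in both genotypes, so the arrays are not exchangeable and the shares cannot be compared directly.

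The number of probe sets called was set beside that of all 10 splits of the 6 arrays into 3 and 3. With 10 splits no share under 0.05 can be had. The real split called 0 probe sets at the adjusted threshold and the highest of the others 28, so that all 10 splits gave as many. At the unadjusted threshold the real split called 1249 and the highest other 8807, and 5 of the 10 gave as many. The real split called 1 gene list and the highest other 6, and 6 of the 10 gave as many. The split with 8807 sets both arrays of replicate 1 and *sd37* replicate 2 against the rest, and the 4 splits that keep both arrays of replicate 1 together called from 5866 to 8807, which points to a structure of the samples by replicate. Of the 3 other splits that part all 3 pairs, the highest called 1134 without a block and the real one 1249. With the replicate block these 3 called 0 at the adjusted threshold and 1570 to 2140 at the unadjusted one, and the real split 6 and 2446. These 3 splits differ from the real one by exchanging the genotype labels within 1 pair. Without a block they called 0, 4 and 3 gene lists, against 1 in the real split.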

How the results depend on the processing

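The count of 0 probe sets at the adjusted threshold held under every alternative but the replicate block, which gave 6, and those chosen after seeing the data, replicate 1 as a batch (10) and replicates 2 and 3 alone (17). The 1249 probe sets at an unadjusted p under 0.05 became 326 at or above the median signal, 103 in the upper 25% of signal, 1974 without a trend, 2446 with the replicate block, 2566 with replicate 1 as a batch, 3131 with replicates 2 and 3 alone, and 917 to 2333 when leaving out 1 array, the highest without wild-type replicate 1. The signal filters test fewer probe sets; the cause of the other shifts was not tested.

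All 23 genes of Table 2 kept their sign wherever they were measured, 11 at or above the median signal, 6 in the upper 25% and 15 among plain probe sets. Those with an unadjusted p under 0.05 fell from 18 to 10 with median centring, 10 at or above the median signal, 6 in the upper 25%, 11 among plain probe sets, and 10 to 15 when leaving out 1 array (10 without wild-type replicate 2, 11 without wild-type replicate 3). They were 22 with an ordinary equal-variance test without adjustment, on log2 and on linear values.

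The root list (adjusted p = 0.00428) lost its call among plain probe sets (adjusted p = 0.361), with an estimated correlation (0.403), with fry (0.143), which asks instead whether the list changed at all, with replicates 2 and 3 alone (0.0513), and over the left-out arrays it ranged from 0.00374 to 0.194, without its call when wild-type replicate 1 or *sd37* replicate 2 was left out. In the upper 25% of signal too few of its genes were left to test. The photosynthesis list passed with the replicate block (0.00219), replicate 1 as a batch (0.00505) and replicates 2 and 3 alone (0.00869), and ranged from 0.0136 to 0.929 over the left-out arrays. The histone list passed with replicates 2 and 3 alone (0.00869) and ranged from 0.0136 to 0.946. The ranges over the left-out arrays were 0.00665 to 0.929 for expansins, 0.0136 to 0.946 for cell wall, 0.0329 to 0.911 for kinesins and mitosis, and 0.0129 to 0.84 for ethylene, jasmonate and abscisic acid. Over the alternatives set before the data were examined, the adjusted p of the core cell cycle ranged from 0.181 to 0.979 and that of DNA replication from 0.268 to 0.984. Of 1482 values under the alternatives, over 79 entries of 72 probe sets (a gene named by more than 1 part of the rule counts under each), 4 had the other sign, in *ENR*, *ASA1*, *H2B.10* and *CYP71P1*, each without a replicate 1 array, and 12 were called. Of the 72 probe sets, 24 moved by more than 1.5 times when 1 array was left out. Signals near background limit the lower 50% of the probe sets, where the median standard error was near 1.1 in log2 units.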

Differences from the paper's values

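The paper reports 317 differentially expressed genes at P under 0.05 and 1.5-fold with a false discovery rate, and here 0 probe sets passed the adjusted threshold. The paper's 187 lower and 130 higher genes stand against 0 and 0. None of the alternatives set before the data were examined brings the adjusted count within 1.5 times the paper's; the replicate block gives 6. At the unadjusted threshold, which the methods do not name, 1249 probe sets were called against the paper's 317, with 561 lower against 187 and 688 higher against 130. The majority is not settled. It lies on the lower side with quantile normalization (805 lower and 773 higher), median centring (768 and 738), the analysis of variance on linear values (599 and 546), the signal filters, and without *sd37* replicate 1 (1170 and 560), wild-type replicate 2 (471 and 463) or wild-type replicate 3 (472 and 445), and on the higher side under the other alternatives, among them without wild-type replicate 1 (781 and 1552). Of those alternatives, the restriction to probe sets at or above the median signal gives 326, with 181 lower and 145 higher, within 1.5 times of the paper's, and no other does. Of those, 107 are in Table S1, and 163 of the 317 probe sets of Table S1 have that signal at all. An ordinary equal-variance analysis of variance on log2 values, with the ratio of linear means as the fold change, calls 1398, of which 313 are in Table S1 and 1085 are not. This test is not shown to be the paper's, since 27 of the 317 p-values of Table S1 lie within 1% of its p. The methods state an analysis of variance with a false discovery rate at P under 0.05 and a 1.5-fold change. That rule did not return the 317 here, and no further step of selection was found in the sources used here.

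The 23 array fold changes of Table 2 that could be compared lie within the spread between replicates of those computed here. Both come from the same arrays, so this is not independent evidence. The sizes also depend on the processing. With the offset of 5.6 before log2, the triacylglycerol lipase had 2.65 against the paper's 8.47. The kinesin had -4.22 against -8.33, and *OsMCM3* had -2.02 against -3.33. These and further genes of low signal then left that spread, while other genes stayed within it. For *OsGA2ox7* Table 2 gives the paper's -4.16 and Table S1 the paper's -5.34479, and the value here was -5.63, so the difference lies between the tables of the paper. Of the 17 negative fold changes of Table 2, 16 equal 1 over a ratio with 2 decimals, and that of *OsGA2ox7* does not. In Table S1, 2 fold changes lie more than 1% from the ratio of linear means. For a putative amino acid transporter Table S1 gives -1.66515 and the ratio here is 1.38, of the other sign, and for a probe set without a description it gives 1.51471 and the ratio here is 1.44. Table S1 holds 1 p-value over its threshold, 0.0823811 for *OsRPA32*, and 1 fold change under its threshold, 1.49633, for a probe set without a description.

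The paper states that the terms for the cell cycle, for nucleobase-containing compounds and for biosynthesis changed greatly. In its Table S2 all 201 terms have a corrected p of 1, and 53 have an uncorrected p under 0.05. The paper states that cell cycle and DNA replication genes changed. Here no measured gene of either list passed, and 27 of 56 were lower. In the simulation with replicate 1 apart as in these arrays, the same fit called 0 of 600 changed probe sets, so that no gene passed is not evidence against a change. The 7 measured genes of cell division that the paper names all had the sign it gives. The paper chose them on these same arrays, so the signs are not independent evidence.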

Other observations

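A list of 10 root genes was the only one of 23 that passed, and it was lower in *sd37*, with a median log2 fold change of -0.49 and 9 of 10 genes lower (adjusted p = 0.00428 from limma's camera, and adjusted p = 0.403 with an estimated correlation). The other splits of the arrays that part all 3 pairs called 0, 4 and 3 lists. A single called list is therefore no more than such splits give. *NAS1* and *NAS2*, which make nicotianamine for the handling of iron, had -1.82 (standard error 0.94) and -2.25 (standard error 0.87), *NAS1* being named after its value was seen, and the nitrate transporter *NRT2.3* had -0.80 (standard error 0.37). The mean signal of *NAS2* was 45.0 in the wild type and 9.45 in *sd37*, where it lay under the median of all values. The size of its change is therefore not known well. Photosynthesis genes were higher in 10 of 11, with a median of 0.34, and passed with the replicate block (adjusted p = 0.00219 against 0.263 without it), without wild-type replicate 1, and in the fits chosen after seeing the data. *CAB2R* had 0.67 (standard error 0.75, left-out range 0.10 to 1.52) and a ferredoxin-NADP reductase, *FNR*, had 0.34 (standard error 0.24, left-out range 0.20 to 0.45). *CAB2R* also differed between replicate 1 and the other replicates.

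The other lists did not pass. Of 43 genes of ethylene, jasmonate and abscisic acid, 29 were lower (median -0.10, adjusted p = 0.396), with *JAZ10*, a repressor of jasmonate responses, at -1.02 (standard error 0.42, left-out range -1.32 to -0.52) and *LOX1.1* at -1.97 (standard error 0.78), and the list passed without wild-type replicate 2. Of 22 defence genes, 15 were higher (median 0.17, adjusted p = 0.924), though *OsWRKY71* and *OsWRKY24* were among the lower, at -1.18 (standard error 0.34) and -1.02 (standard error 0.35). Of 14 shoot meristem genes, 8 were higher (median 0.04, adjusted p = 0.52), and *OsWOX6*, at 3.65 (standard error 0.87) from a mean signal of 1.73 in the wild type to 21.8 in *sd37*, had the only adjusted p under 0.05 over a list alone, but none of its arrays reached the median signal of all values, so the size of its change and that result rest on signals near background, while *HOS13* had -1.99 (standard error 1.06). Of 12 grain genes, 7 were higher (median 0.22, adjusted p = 0.396), with the amylase genes *AMY1.4* at 3.64 (standard error 1.03, from a mean signal of 2.00 in the wild type to 24.8 in *sd37*) and *AMY1.5* at -0.47 (standard error 0.50, left-out range -0.61 to -0.30). Of 11 brassinosteroid genes, 8 were lower (median -0.06, adjusted p = 0.741), with the transcription factor *BZR1* at -0.70 (standard error 0.38) and the co-receptor *BAK1* at 0.35 (standard error 0.20). Of 59 auxin genes, 29 were lower and 30 higher (median 0.02, adjusted p = 0.97), with *IAA20* at 2.02 (standard error 0.92) and *IAA14* at -1.69 (standard error 0.86, left-out range -2.27 to -0.86). Of 34 heat shock genes, 21 were higher (median 0.05, adjusted p = 0.853), with *HSP18.1* at -2.98 (standard error 1.32, left-out range -4.44 to -1.79) and *HSP16.0* at 0.74 (standard error 0.35). The mean signals of *AMY1.4*, *LOX1.1*, *IAA20*, *IAA14* and *HOS13* lay under the median signal of all values in both genotypes, near background, so the size of their changes is not known well. The ribosomal genes *CL18* and *RPS4* had 0.33 (standard error 0.24, left-out range 0.18 to 0.46) and -0.16 (standard error 0.20, left-out range -0.26 to -0.08).

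The test of the clock genes was chosen after the result was seen, and the others below before it. Both arrays of replicate 1 stood apart, with 12472 probe sets that differed from replicates 2 and 3. A difference in scale between arrays would leave fewer than 50% of them after quantile normalization, and 11844 were left. A candidate explanation is that the plants of replicates 2 and 3 were past the change to flowering, since 3 of the 4 genes named in advance, *MADS15*, *MADS18* and *Hd3a*, but not *MADS34*, were higher by 2 log2 units or more in all 4 arrays of replicates 2 and 3, which does not go with the stated age of 2 weeks. Another time of day stays open: of 7 clock genes, *PRR73*, *PRR37* and *PRR1*, 3 in all, differed by 1 log2 unit or more in both genotypes, while the morning gene *LHY* differed by 0.11 in the wild type and 0.36 in *sd37*. Genes of neither test differed as well. In replicates 2 and 3 over replicate 1 the log2 difference was 6.12 for *HSP18.6* and -4.7 for *TIP1-2*. Both were chosen after their values were seen, and what they reflect was not tested. The labels give no difference between the replicates that could decide, and no other biological explanation was tested.

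The lower root list may come from a smaller share of root in the *sd37* samples. If so, a second list of 18 root transporter genes, fixed before its values were seen, would have a median of -0.25 or less with at least 12 genes lower. Its median was 0.035, with quartiles of -0.228 and 0.269 and 8 of 18 genes lower, which by itself argues against it. The photosynthesis genes, higher in 10 of 11 with a median of 0.34, lie on the side that a smaller share of root would give. That list passed with the replicate block and not without it, so the question stays undecided. A change in the root genes themselves, or an effect of the preset correlation, stays open as well. A footnote of Table S1 speaks of apices where the methods say seedlings, and which tissue was taken bears on the root and the flowering genes alike.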
